# Co-option of EDM2 to distinct regulatory modules in *Arabidopsis thaliana *development

**DOI:** 10.1186/1471-2229-10-203

**Published:** 2010-09-14

**Authors:** Tokuji Tsuchiya, Thomas Eulgem

## Abstract

**Background:**

Strong immunity of plants to pathogenic microorganisms is often mediated by highly specific mechanisms of non-self recognition that are dependent on disease resistance (*R*) genes. The *Arabidopsis thaliana *protein EDM2 is required for immunity mediated by the *R *gene *RPP7*. EDM2 is nuclear localized and contains typical features of transcriptional and epigenetic regulators. In addition, to its role in immunity, EDM2 plays also a role in promoting floral transition. This developmental function of EDM2, but not its role in *RPP7*-mediated disease resistance, seems to involve the protein kinase WNK8, which physically interacts with EDM2 in nuclei.

**Results:**

Here we report that EDM2 affects additional developmental processes which include the formation of leaf pavement cells and leaf expansion as well as the development of morphological features related to vegetative phase change. EDM2 has a promoting effect of each of these processes. While WNK8 seems not to exhibit any vegetative phase change-related function, it has a promoting effect on the development of leaf pavement cells and leaf expansion. Microarray data further support regulatory interactions between WNK8 and EDM2. The fact that the effects of EDM2 and WNK8 on leaf pavement cell formation and leaf expansion are co-directional, while WNK8 counteracts the promoting effect of EDM2 on floral transition, is surprising and suggests that WNK8 can modulate the activity of EDM2.

**Conclusion:**

We propose that EDM2 has been co-opted to distinct regulatory modules controlling a set of different processes in plant immunity and development. WNK8 appears to modulate some functions of EDM2.

## Background

The defense regulator EDM (Enhanced Downy Mildew) 2 was previously shown in Col (Columbia) accessions of *Arabidopsis thaliana *(Arabidopsis) to be specifically required for immunity mediated by the disease resistance (*R*)-gene *RPP (Resistance to Peronospora parasitica) 7 *against the Hiks1 isolate of the pathogenic oomycete *Hyaloperonospora arabidopsidis *(formerly *Peronospora parasitica*; *Hpa*) [1]. Unlike many other plant defense mechanisms *RPP7*-mediated immunity is independent from the defense hormone salicylic acid. Furthermore, *RPP7*-mediated immunity appears thus far to be the only defense mechanism that EDM2 is involved in, as no other EDM2-dependent *R*-gene functions have been reported yet. EDM2 also does not contribute to basal defense, a weaker non-specific plant immune response [2]. Thus, the role of EDM2 in plant defense seems to be restricted to a single or a limited number of defense pathways. The EDM2 protein is nuclear-localized and bears typical features of transcription factors and epigenetic regulators, but does not belong to any established class of plant proteins controlling transcription [1,2]. Consistent with a possible role in transcriptional regulation, EDM2 seems to contribute to disease resistance by promoting transcription of *RPP7 *[1].

We recently reported that a second function of EDM2 is the regulation of flowering time, as *edm2 *mutants exhibit a delay in floral transition [2]. Consistent with this phenotype, transcript levels of the negative flowering regulator gene *FLC *(*Flowering Locus C*) were substantially elevated in *edm2 *mutants. As theses *edm2 *phenotypes are independent from the photoperiod, EDM2 may formally be considered as a member of the autonomous floral promotion pathway, which controls the floral transition by suppressing *FLC *expression independent from day-length [3].

EDM2 interacts in nuclei with the WNK (With No Lysine) 8 protein kinase that can phosphorylate EDM2 [2]. Mutants of this kinase or WNK8 overexpressor lines, however, do not exhibit reduced immunity to *Hpa*Hiks1, but *wnk8 *mutants flower early [2,4]. Double mutant analyses showed that *EDM2 *is epistatic to *WNK8*. Similarly, *FLC *proved to be epistatic to *EDM2*. Thus, WNK8 may act upstream of EDM2 in a regulatory module affecting the floral transition by modulating *FLC *transcript levels [2]. In this model, WNK8 counteracts the promoting effect of EDM2 on flowering.

Here we report that besides its roles in immunity and the floral transition, EDM2 has several additional functions in Arabidopsis development, such as promoting vegetative leaf growth and leaf pavement cell morphology. WNK8 also has a promoting effect on these processes, suggesting that it participates in these EDM2 functions. However, in contrast to its role in the floral transition, WNK8 seems not to counteract the function of EDM2, but to positively contribute to EDM2 activity. Overlapping transcript profiles of *edm2 *and *wnk8 *mutants support common biological roles of both regulators. In addition, EDM2 seems to have a WNK8-independent role in a developmental process related to vegetative phase change. We propose that EDM2 has multiple distinct regulatory functions related to developmental processes and defense. These EDM2 functions differ with respect to their dependency on WNK8. A possible function of WNK8 may be to fine-tune EDM2 activity in some biological processes.

## Results

### *edm2 *and *wnk8 *mutants exhibit a reduction in fresh weight

The transgenic Arabidopsis line *pXVE:HA-EDM2-a *served as a key tool for our previous genetic analysis of *EDM2 *[2]. This line contains in the *edm2-2 *mutant background the estradiol-inducible expression construct *pXVE:HA-EDM2 *encoding the HA epitope tag fused to the N-terminus of the full length EDM2 protein. It exhibits near wild type *EDM2 *and *RPP7 *transcript levels in the absence of estradiol [2]. Furthermore, non-estradiol-treated *pXVE:HA-EDM2-a *plants flower like Col-0 wild type plants and are fully resistant to *Hpa*Hiks1, indicating that un-induced expression of the *pXVE:HA-EDM2 *construct restores wild type *EDM2 *function. Therefore, we used non-estradiol-treated *pXVE:HA-EDM2-a *plants for all complementation experiments described in this study.

Growing *edm2 *mutants beyond the seedling stage, we observed multiple distinct morphological phenotypes. By the time of bolting, *edm2 *plants appeared smaller due to reduced expansion of the rosette leaves and, consequently, exhibited a significant reduction in fresh weight (Figures 1A &1B). In *pXVE:HA-EDM2-a *plants, wild type growth is restored. Mutants of the EDM2-interacting kinase WNK8 also showed a reduction of leaf expansion and fresh weight. However, this effect was only significant in the *wnk8-1 *and *wnk8-3 *mutants and less pronounced in the *wnk8-2 *mutant, which, compared to *wnk8-1 *and *wnk8-3*, seems to be a weak allele exhibiting a less pronounced reduction of *WNK8 *expression [2].

**Figure 1:**
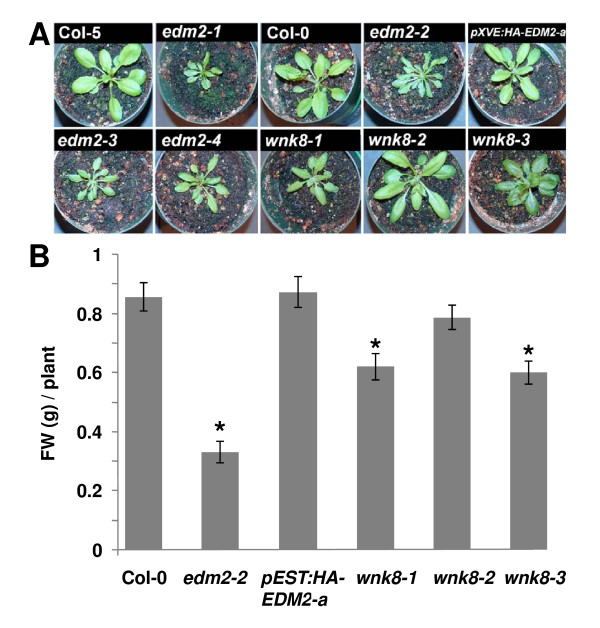
**Mutants of *EDM2 *and *WNK8 *exhibit retarded growth**. **A, B: **Photos of rosettes **(A) **or fresh weight **(B) **of 25 day-old Arabidopsis plants of the indicated genotypes that were simultaneously grown under long-day conditions. Significant deviations (based on *t*-tests; *p *< 0.05) from Col-0 are denoted by asterisks. *pXVE:HA-EDM2*-a plants were not treated with estradiol.

### *edm2 *and *wnk8 *mutants exhibit altered morphology of leaf pavement cells

We found the morphology of leaf pavement cells to be altered in *edm2 *plants. Typically, the Arabidopsis epidermis consists of interlocked "jigsaw-shaped" cells with protruding lobes and indentations [5,6]. Epidermal cells of *edm2 *mutants are typically of simpler morphology often lacking lobes and indentations (Figure 2A). To quantify this effect we measured the average circularity (c), of all cells within a defined leaf area. Circularity is defined as c = 4pi × (area/perimeter^2^). A perfect circle has a c value of 1.0, while more complex or elongated shapes have lower c values due to decreased area:perimeter ratios (Figure 2B). The pronounced jigsaw shapes of Col-0 epidermis cells are reflected by particularly low c values between 0.1 and 0.2, while the more oval cells often found in *edm2 *epidermis have higher c values. As expected, we found the average c values of each of the four *edm2 *mutants to be significantly higher than those of their respective wild type controls (Col-5 for *edm2-1*; Col-0 for all other lines; Figure 2C). In *pXVE:HA-EDM2-a *plants wild type pavement cell morphology is restored.

**Figure 2:**
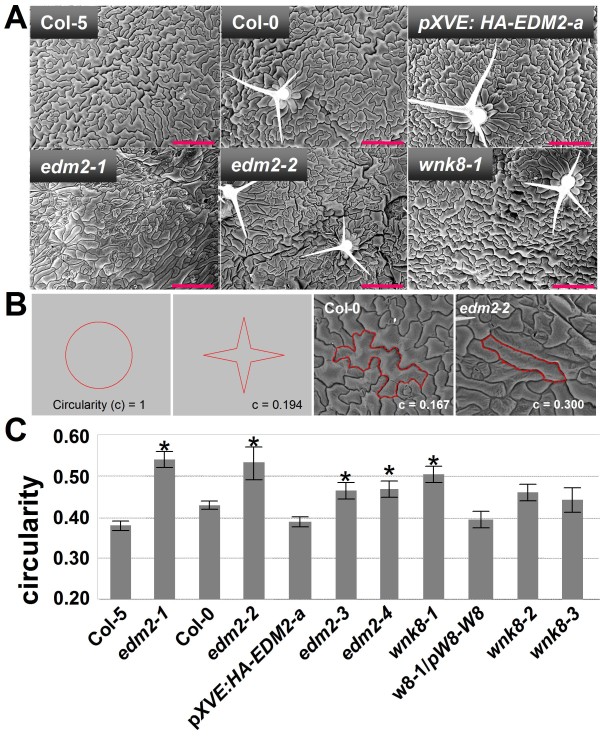
**EDM2 and WNK8 are required for leaf pavement cell development**. **A**: Scanning electron microscopy with adaxial surfaces of the 6th rosette leaves of the indicated Arabidopsis genotypes. 25 day-old plants grown under long-day conditions were used. The red scale bar represents 200 μm. *pXVE:HA-EDM2*-a plants were not treated with estradiol. **B: **Circularity [c = 4pi × (area/perimeter^2^)] as a numerical expression of cell shape. **C: **Average circularity values of 40 - 80 cells per genotype determined from the photos shown in (A) using ImageJ http://rsbweb.nih.gov/ij/. Significant deviations of values from the tested mutants to their respective wild type controls (Col-5 for *edm2-1*, Col-0 for all others) based on *t*-tests (*p* < 0.05) are denoted by asterisks.

Mutations in *WNK8 *weakly affect the morphology of leaf pavement cells. Like those of *edm2 *plants, leaf epidermal cells of *wnk8 *plants tend to be of simpler morphology often lacking lobes and indentations (Figure 2A). Although all three *wnk8 *mutants exhibit elevated circularity values of leaf epidermal cells compared to Col-0, the extent of this effect is weaker than in *edm2 *mutants and only significant in *wnk8-1 *(Figure 2C). Stable transformation of the *wnk8-1 *mutant with a wild type *WNK8 *transgene containing its native promoter (*w8-1*/*pW8-W8*) resulted in low circularity values of leaf pavement cells comparable to those in Col-0.

### Mutation of *EDM2 *causes developmental effects related to vegetative phase change

In Col-0 plants, the first two leaves are small and nearly perfectly round with smooth margins. However, *edm2 *plants typically form at this point in their development a pair of small leaves that are "spade-shaped" with slight serrations in the leaf margin (Figure 3A). Their shapes resemble the 2^nd ^pair of leaves found in Col-0, but only the shape and not the size is affected. This morphological phenotype suggested altered vegetative phase change in *edm2 *plants. This developmental process, which is also known as heteroblasty, is defined by changes of leaf anatomy and morphology during the vegetative phase of plant ontogeny [7]. Reminiscent of the known Arabidopsis vegetative phase change mutants *serrate *(*se*), *squint *(*sqn*), *hasty *(*hst*), *zippy *(*zip*), *suppressor of gene silencing 3 (sgs3) *and *RNA-dependent RNA Polymerase 6 (rdr6) *[8-12] the early juvenile phase of vegetative development seemed to be skipped in *edm2 *plants, which is manifested in an apparent omission of the first pair of regular rosette leaves (Figure 3A).

**Figure 3:**
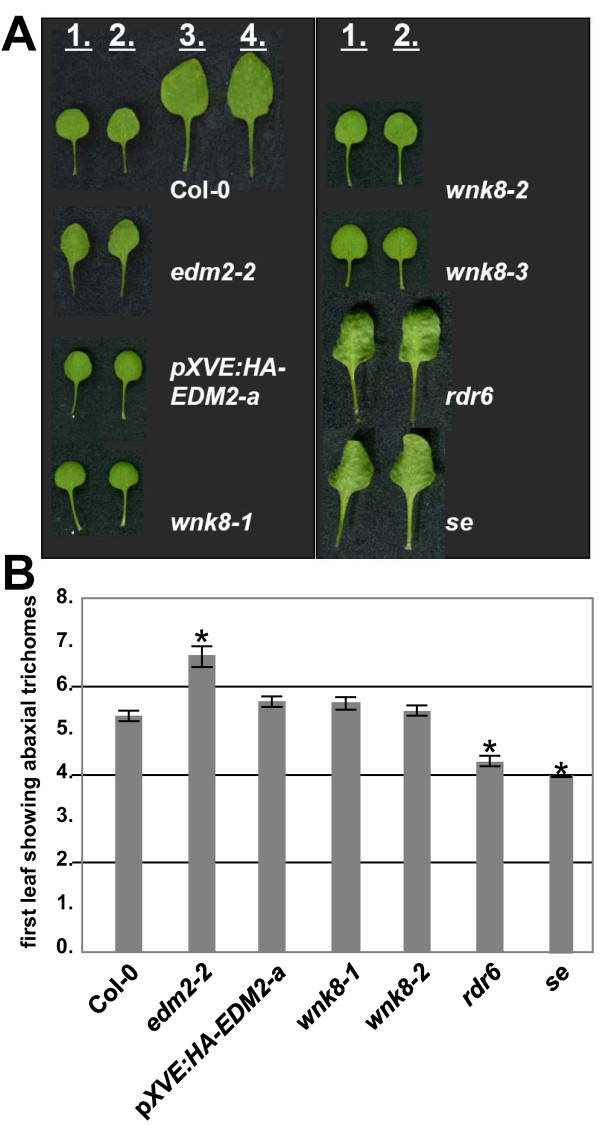
**Vegetative phase change phenotype of *edm2-2 *plants**. **A: **Shown are the first four leaves of 25 day-old Col-0 or the first two leaves of mutant plants grown under long-day conditions. *pXVE:HA-EDM2*-a plants were not treated with estradiol. **B: **First leaf exhibiting abaxial trichomes. Shown are average values based on at least 18 plants with standard errors illustrated as error bars. Plants were grown for 25 days under long day conditions. Significant deviations of values from the tested mutants to Col-0 wild type control plants based on *t*-tests (*p* < 0.05) are denoted by asterisks.

In order to more accurately measure this effect in *edm2-2*, we focused on the production of trichomes as a quantifiable marker of vegetative phase change [13]. Arabidopsis leaves produced during the juvenile phase lack trichomes on their abaxial surface, while the adult phase starts gradually with the production of abaxial trichomes. In Col-0 wild type plants, the onset of abaxial trichome production occurred in leaf 5 or 6, whereas this phase transition was clearly delayed in *edm2-2 *plants (Figure 3B). In contrast, the development of leaves with abaxial trichomes was accelerated in the known phase change mutants *rdr6 *and *se *(Figure 3B). Thus vegetative phase change seems rather to be delayed in *edm2-2 *and EDM2 appears to have a promoting role in this developmental transition. The morphological appearance of early *edm2 *leaves, which suggested the opposite, may not be related to vegetative phase change and may reflect the role of EDM2 in leaf pavement cell development (Figure 2). Both, the morphological phenotype of early *edm2 *leaves and the delayed development of abaxial trichomes are complemented in *pXVE:HA-EDM2-a *plants (Figure 3). None of the three *wnk8 *mutant alleles or three independent WNK8 overexpressor lines, which exhibited clear flowering time phenotypes [2], showed any alterations of the leaf morphology and the vegetative phase transition (Figure 3 and not shown).

In summary, EDM2 is involved in multiple processes that affect distinct aspects of vegetative development, such as vegetative growth, the shape of leaf epidermis cells, and the phase of vegetative leaves. In each case, EDM2 acts as a positive regulator promoting the respective wild type processes. Furthermore, our data suggest that EDM2 and WNK8 act together in mechanisms promoting vegetative growth and epidermal cell development in leaves. As we did not observe any effect of *wnk8 *mutants or *WNK8 *overexpressor lines related to vegetative phase change (this study) or *EDM2/RPP7 *mediated pathogen resistance [2], this protein kinase seems only to contribute to a subset of EDM2 functions.

### *EDM2 *and *WNK8 *have overlapping and co-directional effects on the transcriptome

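Transcript levels of 2-week-old seedlings were measured on Affymetrix ATH1 arrays in 6 genotypes, with 3 independent biological replicates of each and 1 array per replicate, 18 arrays in all. The genotypes were the wild type Col-0, the mutant edm2-2, 3 mutants of the EDM2-interacting protein kinase WNK8 (wnk8-1, wnk8-2 and wnk8-3) and the transgenic line pXVE:HA-EDM2-a. This complementation line is edm2-2 with an estradiol-inducible construct for HA-tagged EDM2, and the paper states that without estradiol its EDM2 transcript level is near that of the wild type. Plants grew at 22°C in 8 h light and 16 h dark and were harvested 7 to 8 h after dawn. The authors normalized the signals with the robust multichip averaging algorithm (RMA), and the deposited values are on the log2 scale, from 2.84 to 14.3. The medians of the arrays lay between 5.23 and 5.33, and no further normalization was applied. Across probe sets, arrays of the same genotype correlated at 0.971 to 0.997 (median 0.993) and arrays of different genotypes at 0.949 to 0.996 (median 0.985).

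After 64 control probe sets were left out, 22746 probe sets were tested in 1 linear model with a mean for each genotype (limma, 12 residual degrees of freedom). A probe set was called lower or higher where its B statistic was above 0, the criterion given in the paper's methods, and p-values are adjusted by the method of Benjamini and Hochberg. Each p-value weighs a difference of means against the spread within genotypes, estimated over all 18 arrays and moderated across probe sets. The number of arrays, 3 per genotype, limits the precision. Changes are differences of log2 means with their standard errors (SE), and pooled wnk8 stands for the mean of the 3 wnk8 mutants. In data simulated from these arrays for edm2-2 against Col-0, 22 of 67 probe sets given a log2 change of 0.5 were called, 54 of 67 given a change of 1 and 66 of 66 given a change of 2. The simulated noise was drawn independently for each probe set and array, so spread shared by probe sets was left out. The annotation table named 1 gene for 13509 probe sets, and the paper's Tables S1 to S12 name 266 others. The latter have a name here because they were called in these samples, so their calls are not independent evidence for a gene group. No probe set was named for EDM2 or WNK8, and their own transcripts were not analysed here.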

To assess interactions between *EDM2 *and *WNK8 *at the transcriptome level, we profiled transcript patterns of untreated Col-0, *edm2-2*, *pXVE:HA-EDM2-a*, *wnk8-1*, *wnk8-2*, and *wnk8-3 *seedlings using Affymetrix ATH1 whole genome arrays. For each genotype, signal intensities from three independent biological replicates were averaged and genes identified that were differentially expressed in the *edm2 *or *wnk8 *mutants compared to either Col-0 or *pXVE:HA-EDM2-a *(see methods). Based on these data, we defined six primary sets of EDM2 or WNK8 target genes (Table 1; gene sets 1-6; Additional Files 1, 2, 3, 4, 5, 6) and derived six additional secondary sets of their targets (Table 1; gene sets 7 - 12; Additional Files 7, 8, 9, 10, 11, 12). Gene sets 1 and 2 as well as the secondary gene sets are also represented in Figure 4. The sets "*EDM2 *induced" and "*EDM2 *suppressed" (sets 1 and 2) include genes whose transcript levels in *edm2-2 *compared to Col-0 are significantly lower or higher, respectively. 

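In edm2-2, 116 probe sets were lower than in Col-0, with a median log2 change of −0.79, and 106 were higher, with a median of 0.90. ADC1, an arginine decarboxylase of polyamine synthesis, had the largest fall among the named genes, −3.33 (SE 0.215, adjusted p = 3.18e-06 from limma). XTH18, which encodes a xyloglucan-modifying enzyme of the cell wall, fell by 1.88 (SE 0.20, adjusted p = 0.000266), and CYP81F2, a cytochrome P450 of indole glucosinolate synthesis, fell by 1.57 (SE 0.133, adjusted p = 4.34e-05). Among the genes with higher transcript levels, CYP97B3, a cytochrome P450 related to carotenoid hydroxylases, rose by 2.33 (SE 0.179, adjusted p = 1.63e-05) and QQS, a gene that affects leaf starch, by 1.99 (SE 0.28, adjusted p = 0.00254). IAA29, an auxin-response regulator, rose by 2.41 (SE 0.544) at an adjusted p of 0.0516. For every called probe set, all edm2-2 arrays lay on the same side of all Col-0 arrays. Of the genes that were lower, 76 were also lower in the complementation line than in Col-0, and 29 of those that were higher were also higher there. At an adjusted p under 0.05 the counts were 105 lower and 98 higher, and the largest adjusted p of a call was 0.0526. Without edm2-2 replicate 3 there were 66 lower and 63 higher, without Col-0 replicate 1 there were 69 lower, and without Col-0 replicate 2 or 3 there were 58 or 64 higher.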

The 222 genes of these two sets represent all genes we found to be differentially affected by EDM2. The more stringently defined sets "core *EDM2 *induced" and "core *EDM2 *suppressed" (Table 1; sets 3 and 4) are limited to those genes whose transcript levels, in addition to being differential in *edm2-2*, are reversed to wild type levels in *pXVE:HA-EDM2-a *plants. 

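The complementation line returned to the Col-0 level for the 9 probe sets of set 3 and the 37 of set 4 on average. The mean log2 difference from Col-0 of set 3 was −0.96 in edm2-2 (SD 0.0612, n = 3) and 0.02 in pXVE:HA-EDM2-a (SD 0.0898, n = 3), and that of set 4 was 1.08 (SD 0.168, n = 3) and −0.08 (SD 0.0706, n = 3). Sets 3 and 4 are defined by a difference of edm2-2 from both lines, so part of this return is fixed by the selection. In set 3, ADC1 lay below the complementation line by −3.45 (SE 0.215, adjusted p = 1.89e-06 from limma), ALN, an allantoinase of purine breakdown, by −0.86 (SE 0.0974, adjusted p = 0.000948), and PKp3, a subunit of plastid pyruvate kinase, by −0.58 (SE 0.101, adjusted p = 0.0164). In set 4, QQS lay above that line by 1.83 (SE 0.28, adjusted p = 0.00625), the cytokinin response factor CRF6 by 1.06 (SE 0.216, adjusted p = 0.042) and the lipid transfer protein gene LTP2 by 1.01 (SE 0.142, adjusted p = 0.00392). Against Col-0, a single gene of these sets was called in the complementation line, AT5G26270 of set 4, which was lower there at −1.20 (SE 0.268, adjusted p = 0.030) and is named for that value. In the wnk8 mutants the means of set 3 were 0.09, 0.00 and 0.10 and those of set 4 were −0.04, −0.14 and 0.14, in the order of the allele numbers. Called in pooled wnk8 were ALN at 0.54 and AT1G07970 at 0.35, both of set 3 and higher, and AT2G37130 of set 4 at 0.56. PKp3, CRF6, LTP2, AT1G07970 and AT2G37130 were chosen as examples after their values were seen. In all, 26 probe sets were lower and 122 higher in edm2-2 than in the complementation line, and 16 and 97 at an adjusted p under 0.05. Set 3 held 5 probe sets without Col-0 replicate 2 or 3, edm2-2 replicate 1, pXVE:HA-EDM2-a replicate 2 or wnk8-3 replicate 3, and with each contrast fitted on its own arrays sets 3 and 4 held 2 and 14.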

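FLC, a MADS-domain repressor of flowering, had a log2 signal of 7.87 in Col-0 (SD 0.0958, n = 3) and of 9.05 in edm2-2 (SD 0.188, n = 3). Its transcript level was higher in edm2-2 by 1.18 (SE 0.108, adjusted p = 7.99e-05 from limma). The complementation line had a signal of 7.49 (SD 0.148, n = 3), below edm2-2 by 1.56 as the edm2-2 minus complementation difference (SE 0.108, adjusted p = 4.29e-06). Relative to Col-0, FLC was not called in the complementation line (−0.38, SE 0.108, adjusted p = 0.0994) or in pooled wnk8 (−0.02, SE 0.0885, adjusted p = 0.941). The signals of the wnk8 alleles were 7.96 (SD 0.166), 8.14 (SD 0.0529) and 7.45 (SD 0.0278, n = 3 each). The alleles differed in sign, with wnk8-2 at 0.27 (SE 0.108, adjusted p = 0.188) and wnk8-3 at −0.42 (SE 0.108, adjusted p = 0.0227), neither of them called. Of 19 genes of the FLC family and the floral integrators, 2 had a named probe set in these data, FLC and AGL24. AGL24, a MADS-domain promoter of flowering, was not called in edm2-2 (0.10, SE 0.079, adjusted p = 0.715). In edm2-2 the list thus had 1 member higher and none lower, and 1 higher when adjusted over the list alone. FLC was named by the paper's tables, which were drawn up from these samples, so this count is not independent evidence. The list test (limma fry), run on AGL24 alone, gave an adjusted p of 0.311 in edm2-2, 0.356 in pooled wnk8, 0.562 in the complementation line and 0.689 for edm2-2 against that line.

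**Figure D1:**
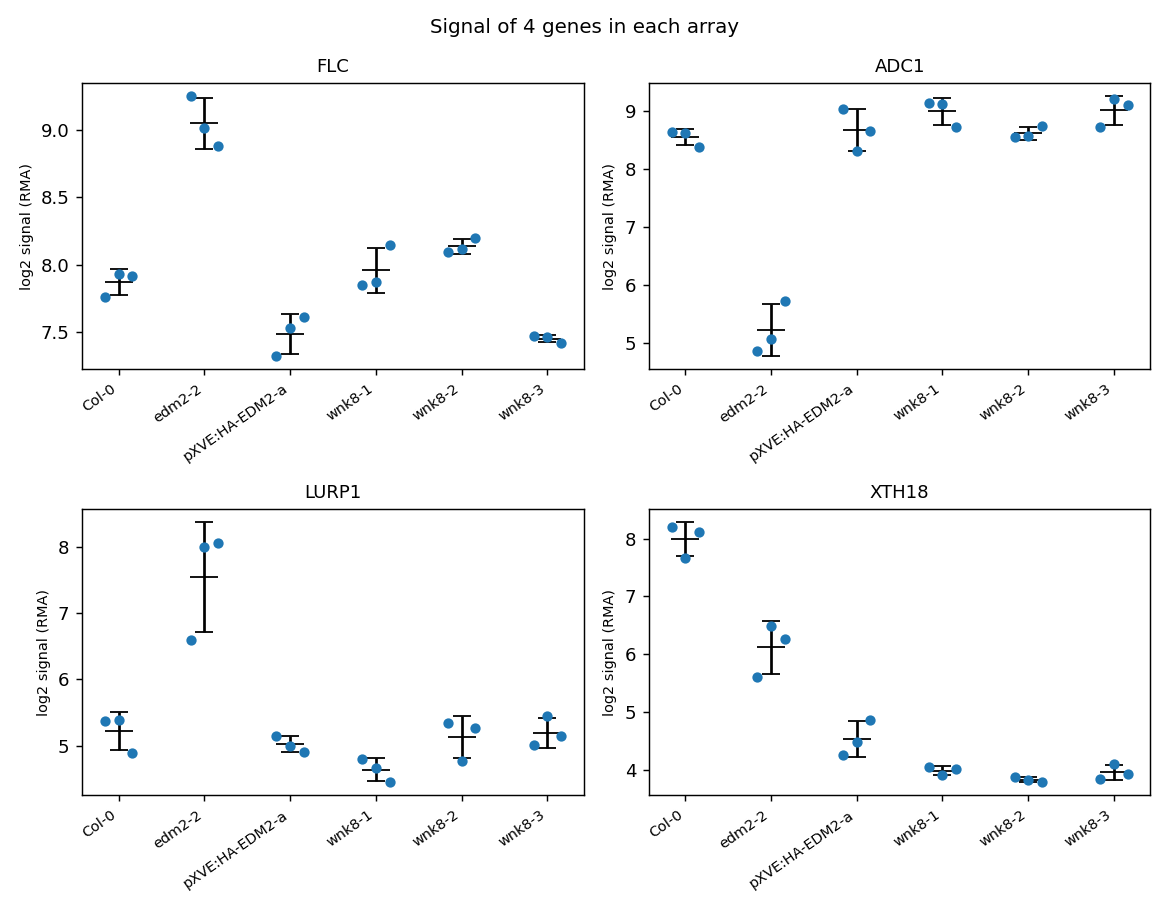
Log2 RMA signal (vertical axis) of FLC, ADC1, LURP1 and XTH18 in each array (points) of the 6 genotypes (horizontal axis), with the mean (bar) and SD (error bar) of 3 arrays. FLC lies between 8.88 and 9.25 in edm2-2 and between 7.32 and 8.20 in the other genotypes.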

As expected, the EDM2 target gene *FLC *[2] is included in the sets "*EDM2 *suppressed" and "core *EDM2 *suppressed". *RPP7 *is not represented on the ATH1 array.

**Table 1:** Sets of genes found to be differentially expressed in *edm2 *or *wnk8 *mutants by microarray experiments

#	gene set name*	Definition**	number of genes***
1	*EDM2*-induced	Col-0 >*edm2-2*	116

2	*EDM2*-suppressed	*edm2-2 *> Col-0	106

3	Core *EDM2*-induced	Col-0 >*edm2-2 ***AND** *pXVE:HA-EDM2-a > edm2-2*	9

4	core *EDM2*-suppressed	*edm2-2 *> Col-0 **AND** *edm2-2 *>*pXVE:HA-EDM2-a*	37

5	*WNK8*-induced	Col-0 >*wnk8-1 ***AND** Col-0 >*wnk8-2 ***AND** Col-0 >*wnk8-3*	302

6	*WNK8*-suppressed	*wnk8-1 *> Col-0 **AND** *wnk8-2 *> Col-0 **AND** *wnk8-3 *> Col-0	88

7	*EDM2 *&*WNK8*-induced	set1 **AND **set 5	66

8	*EDM2 *&*WNK8*-suppressed	set2 **AND **set 6	15

9	only EDM2-induced	set1 **NOT **set5	50

10	only EDM2-suppressed	set2 **NOT **set 6	91

11	only WNK8-induced	set5 **NOT **set1	236

12	only WNK8-suppressed	set6 **NOT **set 2	73

*: refers to the effect of wild type EDM2 or WNK8 on expression of the respective gene set

**: refers to transcript levels of individual genes in the indicated genotypes or presence of genes in defined gene sets: "AND" and "NOT" are used according to Boolean logic.

***: the AGI numbers of these genes and their signal intensities are provided in Additional Files 1, 2, 3, 4, 5, 6, 7, 8, 9, 10, 11 and 12 (Tables S1 - S12).

**Figure 4:**
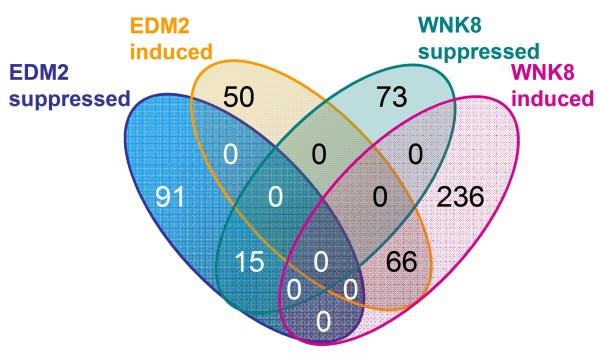
**Venn diagram showing overlaps between the indicated sets of EDM2- or WNK8-dependent expressed genes**.

"*WNK8 *induced" and "*WNK8 *suppressed" (Table 1; sets 5 and 6) represent genes whose transcript levels in each of the three *wnk8 *mutants compared to Col-0 are significantly lower or higher, respectively. The 390 genes of these two sets represent all genes we found to be consistently expressed differentially in all three *wnk8 *mutants. 

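Compared to Col-0, 304 probe sets were lower and 89 higher in each of the wnk8 mutants. The mean log2 difference from Col-0 of the lower ones was −1.40 in wnk8-1 (SD 0.0237, n = 3) and −1.43 in wnk8-3 (SD 0.0421, n = 3), and that of the higher ones was 0.87 in wnk8-1 (SD 0.0605, n = 3) and 1.06 in wnk8-3 (SD 0.0731, n = 3). In pooled wnk8, XTH18 fell by 4.08 (SE 0.163, adjusted p = 1.09e-09 from limma), CMPG1, a U-box ubiquitin ligase, by 3.38 (SE 0.241, adjusted p = 5.48e-07), and EXLA1, an expansin-like gene, by 3.07 (SE 0.168, adjusted p = 4.41e-08). MGL, which encodes methionine gamma-lyase, rose by 2.50 (SE 0.207, adjusted p = 2.24e-06), ST2A, a sulfotransferase of hydroxyjasmonates, by 2.48 (SE 0.305, adjusted p = 7.74e-05), and SCL3, a GRAS protein of gibberellin signalling, by 1.65 (SE 0.136, adjusted p = 2.24e-06). The alleles differed in the number of called probe sets, with 487 lower and 210 higher in wnk8-1, 533 and 239 in wnk8-2, and 587 and 486 in wnk8-3. Of the 818 that were lower in any allele, 333 were lower in exactly 1, and of the 635 that were higher in any allele, 294 were higher in wnk8-3 alone. The complementation line, which carries no wnk8 mutation, was called the same way against Col-0 for 193 of the lower and 41 of the higher probe sets, with means of −1.04 (SD 0.0232, n = 3) and 0.63 (SD 0.0606, n = 3). Against the complementation line, 22 probe sets were lower and 5 higher in wnk8-1, 48 and 10 in wnk8-2, and 101 and 167 in wnk8-3. At an adjusted p under 0.05 these counts were 5 and 1, 14 and 3, and 116 and 192, and the largest adjusted p of a call was 0.283 in wnk8-1 and 0.184 in wnk8-2. With an adjusted p under 0.05 as the criterion, 517 were lower and 262 higher in all the alleles. Without Col-0 replicate 2 or 3 the higher ones numbered 53 or 58, and with a variance prior that follows the signal 50.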

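Sets 5 and 6 together held 393 probe sets and sets 1 and 2 together 222, a ratio of 1.77. This order depends on the control. With pXVE:HA-EDM2-a in place of Col-0, sets 5 and 6 held 5 and 2 probe sets, while 148 were called in edm2-2. The ratio also depends on the criterion. At an adjusted p under 0.05, sets 5 and 6 held 517 and 262, and edm2-2 had 105 lower and 98 higher than Col-0. Several gene lists had members called in pooled wnk8 that were not called in edm2-2. Of 7 named genes of cold and dehydration (18 listed), ERD10 and LEA14 were lower in pooled wnk8, the dehydrin gene ERD10 by −2.21 (SE 0.29, adjusted p = 0.000139 from limma) and LEA14, a late embryogenesis abundant protein, by −0.71 (SE 0.0838, adjusted p = 4.95e-05). These were the only calls in that list, with 7 lower when adjusted over the list alone. Its test (limma fry, on the members named by the annotation) gave an adjusted p of 0.000454 for a fall in pooled wnk8. The alternative with an estimated correlation, camera of limma, also compares the members with other genes and gave an adjusted p = 0.0694. In edm2-2 no member was called, nor when adjusted over the list alone, and the list test gave an adjusted p of 0.444. Of 5 named genes of photosynthesis (24 listed), LHCB2.3 and LHCB2.2, proteins of the light-harvesting antenna, were lower in pooled wnk8 at −1.62 (SE 0.102, adjusted p = 1.68e-07) and −0.63 (SE 0.0569, adjusted p = 4.79e-06), 2 lower when adjusted over the list alone. In edm2-2 none of these was called and 1 was lower when adjusted over the list alone. The list tests, on the 3 members that were not called, gave adjusted p-values of 0.534 and 0.395. Of 4 named NLR immune receptors (16 listed), 3 were lower in pooled wnk8 (4 when adjusted over the list alone), WRR4 3.02-fold (adjusted p = 2.94e-07), ZAR1 at −1.21 (SE 0.174, adjusted p = 0.000294) and ADR1 at −0.64 (SE 0.0745, adjusted p = 4.46e-05). In edm2-2, WRR4 alone was lower, also when adjusted over the list alone. The list test of the receptors covers a single probe set shared by several genes, with an adjusted p of 0.0141 in pooled wnk8 and 0.194 in edm2-2, and is not a test of the group. With camera, which compares it with other probe sets, the call in pooled wnk8 was lost (adjusted p = 0.287). A single probe set leaves no correlation to estimate. All called members of these 3 lists were named by the paper's tables, drawn up from these samples, so their directions are not independent evidence. In the complementation line the same NLR genes and LHCB2.3 were also lower than in Col-0. Whether the changes in edm2-2 and wnk8 differ was not tested.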

Although this complement of WNK8 target genes (which is based on altered transcript levels in the three mutants) is more stringently defined than the complement of the EDM2 target genes (which is only based on altered transcript levels in one mutant), the former is almost twice as large as the latter, suggesting that WNK8 may have a wider spectrum of biological roles than EDM2. More than a third (36.5%) of the 222 genes differentially regulated by *EDM2 *("*EDM2 *induced" or "*EDM2 *suppressed") are also differentially regulated by *WNK8 *("*WNK8 *induced" or "*WNK8 *suppressed"; Figure 4). 

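Of the probe sets called in edm2-2, 81 of 222, or 36.49%, were also called in all the wnk8 mutants. GTR1, a glucosinolate transporter, fell by 1.59 in edm2-2 (SE 0.245, adjusted p = 0.00495 from limma) and by 2.32 in pooled wnk8 (SE 0.20, adjusted p = 2.98e-06), and ACA1, a calcium pump, fell by 1.43 (SE 0.258, adjusted p = 0.0149) and by 2.24 (SE 0.211, adjusted p = 6.61e-06). BCAT2, an aminotransferase of branched-chain amino acids, rose by 0.96 (SE 0.177, adjusted p = 0.017) and by 1.22 (SE 0.145, adjusted p = 5.45e-05). Independent lists of the same sizes among 22746 probe sets would share 1.55 lower and 0.415 higher probe sets, against the observed 66 and 15. All these comparisons use the same Col-0 arrays. In 100 simulations without genotype changes, every array was remade from shuffled deviations, those of Col-0 included. Sets 7 and 8 held 0 probe sets on average, sets 1 and 2 held 3.07 (0 to 111) and sets 5 and 6 held 0, in place of 393. Sets 5 and 6 were empty in every simulation, so sets 7 and 8 had to be. A shift common to the real Col-0 arrays was not simulated, so these counts do not show its share in the overlap. Across probe sets, which are not independent replicates, the log2 changes of edm2-2 and pooled wnk8 correlated at 0.411, and the simulations gave 0.558 on average (−0.936 to 0.977). In 74 of 100 simulations r was as large. Their covariance was 0.0382, against 0.019 in the simulations (−0.0123 to 0.0595), of which 15 of 100 were as large. The 3 Col-0 arrays cannot be divided into separate groups of 2, and part of the excess may come from these shared controls. With pXVE:HA-EDM2-a in place of Col-0 as the control of the wnk8 mutants the share was 1.35%, and with that line as the control of edm2-2 it was 0.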

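WRKY40, a transcription factor of defence and abscisic acid responses, was lower than in Col-0 by −0.85 in edm2-2 (SE 0.148, adjusted p = 0.0118 from limma) and by −1.16 in pooled wnk8 (SE 0.12, adjusted p = 1.58e-05). SZF1, a zinc finger gene of the salt response, was lower by −1.23 (SE 0.198, adjusted p = 0.00691) and by −1.84 (SE 0.161, adjusted p = 3.58e-06). On the other side, NAC2, a NAC-domain gene, was higher by 0.63 in edm2-2 (SE 0.109, adjusted p = 0.0122) and by 0.77 in pooled wnk8 (SE 0.0892, adjusted p = 4.6e-05), and is named after its values were seen. Over all genes lower in edm2-2 and in every wnk8 mutant, the mean log2 difference from Col-0 was −0.99 in edm2-2 (SD 0.167, n = 3), −1.68 in wnk8-1 (SD 0.0663, n = 3), −1.70 in wnk8-2 (SD 0.0161, n = 3) and −1.59 in wnk8-3 (SD 0.0529, n = 3). Over those higher in every mutant it was 0.91 in edm2-2 (SD 0.0222), 1.17 in wnk8-1 (SD 0.0779) and 1.34 in wnk8-3 (SD 0.0593, n = 3 each). These genes were selected for the direction of their change, so the signs of these means are fixed. No gene was called in opposite directions in edm2-2 and in all the wnk8 mutants. In pooled wnk8, ALN and AT1G07970, which were lower in edm2-2, were called higher, and 36 of the genes called in edm2-2 had the opposite sign. Without Col-0 replicate 1 the genes lower in every mutant numbered 42 and those higher 8, and without edm2-2 replicate 3 the former numbered 43. Those higher numbered 9 without Col-0 replicate 2 or 3 or edm2-2 replicate 1.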

Strikingly, all of these 81 genes commonly controlled by *EDM2 *and *WNK8 *are affected by these two regulators in the same manner, as 15 of them are *EDM2 *and *WNK8 *suppressed, while the remaining 66 are *EDM2 *and *WNK8 *induced (Table 1; gene sets 7 & 8). This strict co-directionality of EDM2 and WNK8-dependent transcriptional changes indicates a close functional connection between both regulators and is consistent with the physical interactions between them [2] as well as the fact that they affect a common set of biological processes.

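The genes shared by edm2-2 and the wnk8 mutants also differed from Col-0 in the complementation line. Of the 66 genes of set 7, 65 were lower in pXVE:HA-EDM2-a than in Col-0, and all 15 genes of set 8 were higher there. The exception was GSTU12, a glutathione S-transferase, at −0.38 (SE 0.0864, adjusted p = 0.0317 from limma), named after its value was seen. XTH18 fell in that line by 3.47 (SE 0.20, adjusted p = 2.12e-07), CYP81F2 6.52-fold (adjusted p = 6.47e-08) and GTR1 by 2.25 (SE 0.245, adjusted p = 0.000148), while CYP97B3 rose by 2.50 (SE 0.179, adjusted p = 3.2e-06). The mean log2 difference of the line from Col-0 was −1.42 for set 7 (SD 0.104, n = 3) and 1.05 for set 8 (SD 0.0616, n = 3), and it lay farther from Col-0 than edm2-2 for 58 genes of set 7 and 11 of set 8. Against the complementation line as the control, 6 genes of set 7 and 2 of set 8 were called the same way in pooled wnk8, and 10 genes of set 7 were called higher in edm2-2. Overlaps of edm2-2 with the complementation line were 76 lower and 29 higher, against 1.38 and 0.382 for independent lists, and overlaps of the complementation line with the wnk8 mutants were 193 and 41, against 3.62 and 0.321. The covariance of log2 changes was 0.0788 between the complementation line and pooled wnk8 (0.0195 simulated, r = 0.826 and 0.607 simulated) and 0.0485 between edm2-2 and the complementation line (0.016 simulated, r = 0.648 and 0.44 simulated). Of 100 simulations, 1 and 6 gave a covariance as large and 25 and 34 an r as large, with the highest r at 0.962 and 0.875. In comparisons that share no array, r was −0.195 (covariance −0.0102) for edm2-2 against Col-0 with pooled wnk8 against the complementation line, and −0.513 (covariance −0.0405) for edm2-2 against the complementation line with pooled wnk8 against Col-0. These covariances follow by subtraction from those of the changes against Col-0. They restate that the complementation line differs from Col-0 in the same direction and are not a separate check. From the shared direction of the changes in edm2-2 and the wnk8 mutants, the paper proposes a close functional connection of both regulators, which it sets beside their physical interaction and their common biological processes.

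**Figure D2:**
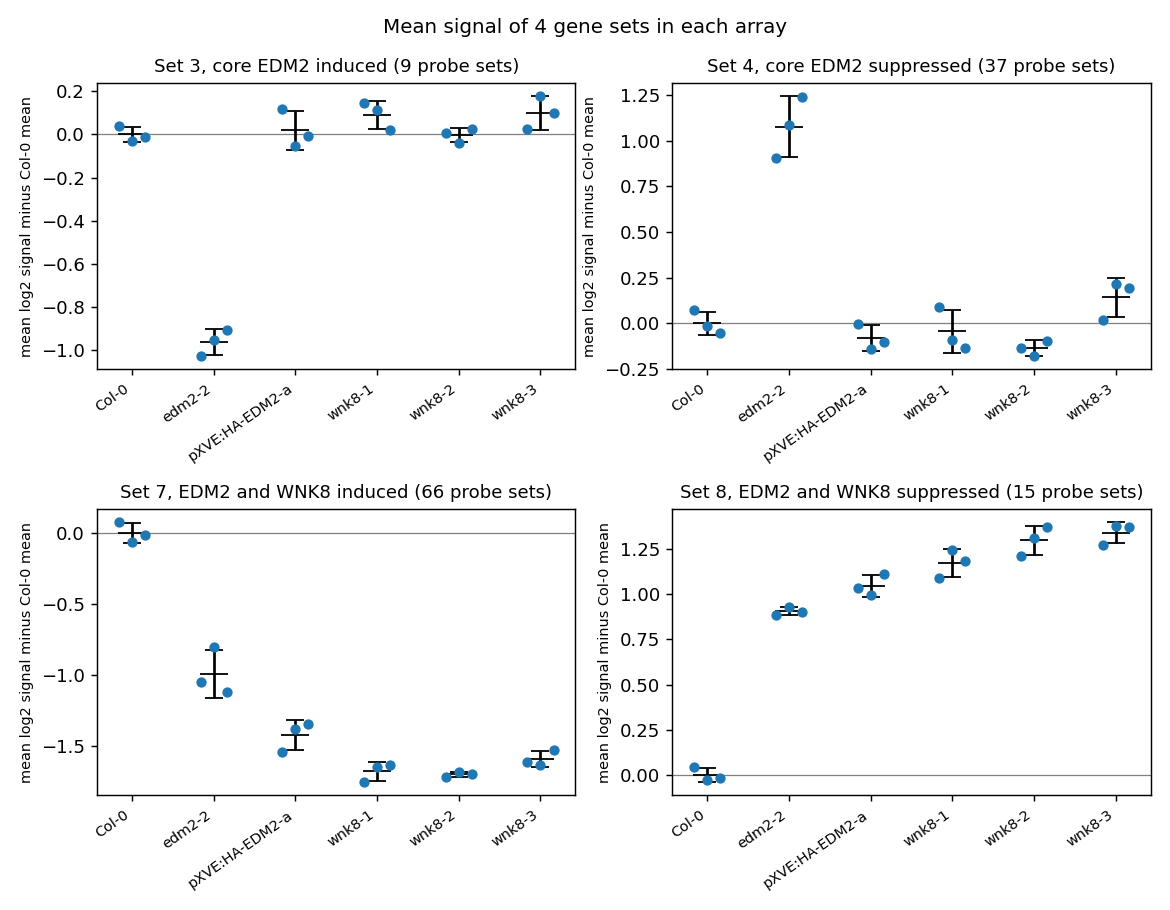
Mean log2 signal minus the Col-0 mean (vertical axis) over the probe sets of sets 3, 4, 7 and 8 in each array (points) of the 6 genotypes (horizontal axis), with the mean (bar) and SD (error bar) of 3 arrays. The pXVE:HA-EDM2-a arrays lie between −0.05 and 0.12 for set 3 and between −1.54 and −1.34 for set 7, where the edm2-2 arrays lie between −1.12 and −0.80.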

In order to infer possible molecular and/or biological processes controlled commonly by EDM2 and WNK8 or exclusively by each of these two regulators individually we used the "AmiGO" program http://amigo.geneontology.org/cgi-bin/amigo/term_enrichment to identify overrepresented Gene Ontology (GO) terms in gene sets 7 - 12 (defined in Table 1). 

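Some genes of the heat shock response, of touch and wounding and of jasmonate synthesis were lower than in Col-0 in edm2-2 and in pooled wnk8. With an estimated correlation between genes (camera), these lists still pointed lower in edm2-2, but none had an adjusted p under 0.05. MBF1C, a coactivator of thermotolerance, was lower by −1.89 in edm2-2 (SE 0.35, adjusted p = 0.0176 from limma) and −2.98 in pooled wnk8 (SE 0.286, adjusted p = 7.93e-06). The chaperone gene HSP70-3 was lower by −1.40 (SE 0.226, adjusted p = 0.00716) and −2.19 (SE 0.185, adjusted p = 2.48e-06). RBOHD, the NADPH oxidase of the oxidative burst, was lower by −1.58 (SE 0.208, adjusted p = 0.00149) and −2.06 (SE 0.17, adjusted p = 2.24e-06). The paper's Table 2 lists 8 genes of this group under response to temperature, of which 7 had a named probe set. All these were lower in edm2-2, pooled wnk8 and the complementation line, among them HSFA2 with −1.22 in edm2-2, HSP101 with −0.90, AT4G34150 with −0.91, TCH4 with −0.81 and KCS9 with −0.55. Set 7 was selected from these arrays for lower levels in edm2-2 and every wnk8 mutant, so for these genotypes the direction is fixed by the selection.

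Of 15 named genes of the heat shock response (19 listed), 5 were lower in edm2-2, 12 in pooled wnk8 and 12 in the complementation line, and none was higher. When adjusted over the list alone, these counts were 11, 14 and 12. The list test (limma fry, on the 7 members named by the annotation) gave adjusted p-values of 0.0121, 2.23e-06 and 3.91e-05. In edm2-2 this was an adjusted p = 0.127 with an estimated correlation, and the other calls held. Compared to the complementation line the list was higher in edm2-2 at an adjusted p of 0.00436, which held with an estimated correlation, with 2 members higher and 9 when adjusted over the list alone. Of 20 named genes of the early touch and wound response (29 listed), 5 were lower in edm2-2, 17 in pooled wnk8 and 12 in the complementation line, and 11, 17 and 17 when adjusted over the list alone. The ubiquitin ligase gene PUB23 was lower in edm2-2 by −0.86 (SE 0.155, adjusted p = 0.0149). On the 7 members named by the annotation, adjusted p-values of the list were 0.00936, 2.23e-06 and 4.37e-05, and in edm2-2 this was an adjusted p = 0.213 with an estimated correlation. Against the complementation line 1 member was higher in edm2-2, 8 when adjusted over the list alone, at a list adjusted p of 0.00737 and an adjusted p = 0.0672 with an estimated correlation. Of 7 named jasmonate genes (28 listed), LOX4, OPR3 and JAR1, enzymes of jasmonate synthesis and conjugation, were lower in edm2-2, JAR1 by −1.08 (SE 0.225, adjusted p = 0.0329). The count was 6 in pooled wnk8 and 5 in the complementation line, and 6 in each of these comparisons when adjusted over the list alone. Whether edm2-2 and pooled wnk8 differ in these lists was not tested. The jasmonate list test (limma fry) covers only the 2 members named by the annotation, and neither was called in edm2-2. Its adjusted p-values were 0.0251, 0.0023 and 0.00839 in the order used for heat shock, with adjusted p = 0.213, 0.198 and 0.127 with an estimated correlation. Against the complementation line no jasmonate gene was called in edm2-2 (1 higher when adjusted over the list alone), with an adjusted p of 0.562. Most called members of these lists were named by the paper's tables, drawn up from these samples, and are not independent evidence. Listed genes neither annotated nor in those tables drop out, which raises the called share of the named genes. Of the 7 heat shock members named by the annotation, 2 were lower in edm2-2, 4 in pooled wnk8 and 4 in the complementation line. Of the 7 such touch and wound members, these counts were 1, 4 and 2.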

As shown in Table 2, EDM2 and WNK8 commonly promote expression of genes involved in metabolic processes as well as genes responsive to various stimuli, such as stress, temperature, chemicals and other abiotic cues (Table 2, set 7). Similar themes are found in the sets of genes exclusively and not commonly controlled by EDM2 and WNK8. 

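ROF2, a co-chaperone of the heat response, was lower in pooled wnk8 by −4.00 (SE 0.385, adjusted p = 7.93e-06 from limma), HSP70 by −3.93 (SE 0.369, adjusted p = 6.56e-06) and the small heat shock protein gene HSP17.6A by −3.50 (SE 0.435, adjusted p = 8.51e-05). The calmodulin-like gene TCH2 was lower by −2.66 (SE 0.331, adjusted p = 8.71e-05). None of these was called in edm2-2, where their changes were −1.14, −1.47, −1.26 and −0.77. In edm2-2 without a call in the wnk8 mutants, the DNA replication factor gene MCM4 was lower by −0.90 (SE 0.204, adjusted p = 0.0524), next to the decarboxylase gene ADC1.

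The 50 genes lower in edm2-2 but not in every wnk8 mutant had a mean log2 difference from Col-0 of −0.73 in edm2-2 (SD 0.0792, n = 3) and of −0.33, −0.33 and −0.24 in the wnk8 mutants, and 15 of them were called lower in pooled wnk8. The 238 genes lower in the wnk8 mutants but not in edm2-2 had means of −1.33, −1.39 and −1.38 in wnk8-1, wnk8-2 and wnk8-3 and of −0.40 in edm2-2 (SD 0.0875, n = 3), and 220 of them had a negative sign in edm2-2. The complementation line was called the same way for 11 of the 50 genes and 128 of the 238. Among 11 named genes of cell wall loosening (21 listed), 3 were lower and 1 higher in edm2-2 (6 and 3 when adjusted over the list alone), 6 and 3 in pooled wnk8 (7 and 3) and 5 and 1 in the complementation line (6 and 3). In pooled wnk8, XTR6 was lower by −3.45 (SE 0.162, adjusted p = 8.24e-09), while XTH15 and the expansin gene EXPA8 were higher by 1.78 (SE 0.192, adjusted p = 2.25e-05) and 1.81 (SE 0.332, adjusted p = 0.00213). In edm2-2 the expansin gene EXPA1 was 2.02-fold higher (adjusted p = 0.0182). The list test (limma fry, on the 5 members named by the annotation) gave adjusted p-values of 0.0207, 7.62e-06 and 0.000153 for a fall, and adjusted p = 0.385, 0.177 and 0.127 with an estimated correlation. Compared to the complementation line, 3 members were higher in edm2-2 (1 lower and 5 higher when adjusted over the list alone), at an adjusted p of 0.0207 and an adjusted p = 0.127 with an estimated correlation. Part of these members were named by the paper's tables, drawn up from these samples, and are not independent evidence. Without edm2-2 replicate 3 the genes of set 9 numbered 23, and without Col-0 replicate 1 or 2 they numbered 27 or 30. GO enrichment was not analysed here.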

While the set of "only EDM2-induced" genes is enriched for genes involved in catalytic activity (Table 2, set 9), the set of "only WNK8-induced" genes includes genes responsive to a variety of stimuli, such as stress, temperature, chemicals and abiotic cues (Table 2, set 11). Thus, the roles of EDM2 and WNK8 appear to be partially independent of each other. However, both regulators seem to cooperate regarding a subset of their functions. 

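AZI1, a lipid transfer protein of systemic resistance, was higher in edm2-2 than in Col-0 by 1.51 (SE 0.28, adjusted p = 0.0176 from limma), the pathogenesis-related gene PR4 2.29-fold (adjusted p = 0.0118) and PR5 by 0.89 (SE 0.193, adjusted p = 0.0412), and PCC1, a small pathogen-inducible gene, by 1.58 (SE 0.269, adjusted p = 0.0101). The cyclic nucleotide-gated channel gene CNGC11 was higher by 0.60 (SE 0.0796, adjusted p = 0.00151) and the ferritin gene FER1 by 0.94 (SE 0.168, adjusted p = 0.0145). Of the 11 genes that Table 2 lists in set 10 for this response, all had a named probe set and were higher in edm2-2, the others being EBP at 0.88, EARLI1 at 0.81, MLP34 at 1.03, LURP1 and ACD6. Set 10 was selected from these arrays for higher levels in edm2-2, so this direction is fixed by the selection. In the complementation line, EBP alone was called, higher than in Col-0 by 0.76 (SE 0.153, adjusted p = 0.0158). In pooled wnk8, EBP and PR4 were called, both higher, at 0.71 and 1.06. Not called there, but with adjusted p-values of 0.0134, 0.0176 and 0.011, were PCC1 at −0.91, EARLI1 at −0.56 and AZI1 at 0.98. The edm2-2 mutant lay above the complementation line for PCC1 by 1.93 (SE 0.269, adjusted p = 0.00373), PR5 by 1.46 (SE 0.193, adjusted p = 0.00234) and EARLI1 by 1.36 (SE 0.174, adjusted p = 0.00176).

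Of 24 listed genes of salicylic acid and defence, 7 had a named probe set. In edm2-2, 5 were higher and none was lower (6 higher when adjusted over the list alone), and against the complementation line 4 were higher (5 when adjusted over the list alone). No member was called in pooled wnk8 or in the complementation line against Col-0 (1 lower and 1 higher in each when adjusted over the list alone). All called members were named by the paper's tables, drawn up from these samples, so the count is not independent evidence. The members named by the annotation, SAG101 and GRX480, were not called, with changes of 0.35 and −0.01 in edm2-2. On these the list test (limma fry) gave an adjusted p of 0.0764 in edm2-2, 0.943 in pooled wnk8, 0.488 in the complementation line and 0.354 for edm2-2 against that line. The 91 genes of set 10 had a mean log2 difference from Col-0 of 1.00 in edm2-2 (SD 0.148, n = 3) and of 0.33 in the complementation line (SD 0.112, n = 3), where 14 were called the same way. In wnk8-1, wnk8-2 and wnk8-3 their means were 0.29, 0.22 and 0.45. Of the 91 genes, 23 were called higher in pooled wnk8 and 65 had a positive sign there. Set 10 held 49 genes without Col-0 replicate 2, 55 without Col-0 replicate 3 and 50 without edm2-2 replicate 3.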

Interestingly, EDM2 appears to suppress a small set of genes responsive to biotic stimuli and other organisms (Table 2, set 10). This set includes *LURP (Late Upregulated in Response to Hpa)_1 *and *ACD (Accelerated Cell Death) 6*, which we previously found to be *Hpa*-inducible by an EDM2 dependent mechanism [1]. Hence, EDM2 seems to be involved in the *Hpa*-responsive activation of a small set of defense genes as well as their suppression in the absence of *Hpa*.

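LURP1 had a log2 signal of 5.22 in Col-0 (SD 0.285, n = 3) and of 7.55 in edm2-2 (SD 0.832, n = 3), a rise by 2.33 (SE 0.30, adjusted p = 0.00147 from limma). It lay above the complementation line by 2.53 (SE 0.30, adjusted p = 0.00104). The rise had a wide spread, with edm2-2 replicate 1 at 6.59 and replicate 3 at 8.06, and all lay above the highest Col-0 array at 5.39. ACD6, a membrane protein with ankyrin repeats that acts in salicylic acid-dependent defence, rose by 1.12 in edm2-2 (SE 0.159, adjusted p = 0.00254) and lay above the complementation line by 1.38 (SE 0.159, adjusted p = 0.000971). Neither gene was called in pooled wnk8, with −0.23 for LURP1 (SE 0.245, adjusted p = 0.668) and −0.09 for ACD6 (SE 0.13, adjusted p = 0.778), or in the complementation line against Col-0, with −0.20 (SE 0.30, adjusted p = 0.912) and −0.25 (SE 0.159, adjusted p = 0.635). These plants had not been inoculated with Hpa.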

**Table 2:** Overrepresented GO attributes in sets of differentially expressed genes

Gene set*	GO term (and category)**	p-value	Genes***
set 7 "*EDM2 *&*WNK8*-induced"	metabolic process (BF)	3.08 e-05	INOSITOL(1,4,5)P3 5-PHOSPHATASE II, CKX4, XTH18, CYP86A4, CH1, AT5G42250, AT5G25930, GPAT3, MBF1C, CRK10, AKN2, ATCAD4, JAR1, SHM7, AT5G45650, CYP81F2, WRKY40, ATGA2OX2, AT2G05940, OPR3, AT5G37540, ATHSP101, BMY3, SCL13, GSTU12, APS3, PUB23, AT3G04010, NUDT7, AT2G32150, ATGSTU5, XTR6, AT1G70740, CRK42, GPAT2, RBOHD, AT1G11050, KCS9, ACA1, SZF1

	response to stimulus (BF)	3.01 e-04	INOSITOL(1,4,5)P3 5-PHOSPHATASE II, WRR4, AT4G34150, MBF1C, AT1G59860, JAR1, SHM7, CYP81F2, WRKY40, ATGA2OX2, OPR3, ATHSFA2, ATHSP101, SCL13, CAD1, PUB23, NUDT7, ATGSTU5, TCH4, AT3G09440, RBOHD, KCS9, SZF1

	response to temperature stimulus (BF)	9.73 e-04	AT4G34150, MBF1C, AT1G59860, ATHSFA2, ATHSP101, TCH4, RBOHD, KCS9

	response to stress (BF)	2.10 e-03	WRR4, AT4G34150, MBF1C, AT1G59860, JAR1, CYP81F2, WRKY40, OPR3, ATHSFA2, ATHSP101, PUB23, NUDT7, ATGSTU5, TCH4, RBOHD, KCS9

	response to chemical stimulus (BF)	3.98 e-03	INOSITOL(1,4,5)P3, 5-PHOSPHATASE, II, MBF1C, JAR1, SHM7, WRKY40, OPR3, ATHSFA2, ATHSP101, SCL13, PUB23, NUDT7, ATGSTU5, TCH4, AT3G09440, SZF1

	cellular metabolic process (BF)	5.01 e-03	INOSITOL(1,4,5)P3 5-PHOSPHATASE II, CKX4, XTH18, CYP86A4, CH1, AT5G25930, MBF1C, CRK10, AKN2, ATCAD4, JAR1, SHM7, CYP81F2, WRKY40, ATGA2OX2, AT2G05940, OPR3, ATHSP101, SCL13, GSTU12, APS3, PUB23, NUDT7, ATGSTU5, XTR6, AT1G70740, CRK42, RBOHD, AT1G11050, KCS9, ACA1, SZF1

	response to abiotic stimulus (BF)	7.64 e-03	AT4G34150, MBF1C, AT1G59860, JAR1, ATGA2OX2, ATHSFA2, ATHSP101, PUB23, NUDT7, TCH4, RBOHD, KCS9

	catalytic activity (MF)	3.57 e-09	INOSITOL(1,4,5)P3 5-PHOSPHATASE II, CKX4, XTH18, CYP86A4, CH1, WRR4, AT5G42250, AT4G24160, GPAT3, CRK10, AKN2, ATCAD4, AT1G72520, JAR1, SHM7, AT5G45650, AT5G65140.2, CYP81F2, ATGA2OX2, AT2G05940, OPR3, AT5G37540, ATHSP101, AT1G21120, BMY3, AT5G39580, GSTU12, APS3, PUB23, AT3G04010, SUB, NUDT7, AT2G32150, ATGSTU5, XTR6, TCH4, AT1G70740, AT1G73600, CRK42, GPAT2, RBOHD, KCS9, ACA1

	transferase activity (MF)	7.87 e-05	XTH18, AT4G24160, GPAT3, CRK10, AKN2, JAR1, SHM7, AT2G05940, AT1G21120.1, GSTU12, APS3, SUB, ATGSTU5, XTR6, TCH4, AT1G70740.1, AT1G73600, CRK42, GPAT2, KCS9

set 9 "only *EDM2*-induced"	catalytic activity (MF)	2.60e-06	AT5G39080, AT3G63510, AAE14, PSD2, AT1G22430, SAL1, ATALN, AT5G09300, AT4G31390, AT2G25870, SRS, FC2, AT2G47880, AtCXE17, CSLA11, PKp3, UGT80B1, MCM4, ADC1, AT5G61480, AT2G26870 AT4G33920, CYP78A8, B120, XCP1, ATPREP2, CYP79B2, AT2G04845, AT5G24670, PAL4, CINV2, AT5G38710

set 10 "only *EDM2*-suppressed"	response to biotic stimulus (BF)	1.84 e-03	PCC1, ATCNGC11, ATEBP, FER1, AZI1, PR4, ACD6, pEARLI, 1, PR5, LURP1, MLP34

	response to other organism (BF)	8.71 e-03	PCC1, ATCNGC11, ATEBP, FER1, AZI1, PR4, ACD6, pEARLI, 1, PR5, LURP1

set 11 "only *WNK8*-induced"	Response to stimulus (BF)	6.23 e-15	AT3G42570, GPT2, TIL, STO, CBP60G, BAM1, AT1G51090, AT3G61220, HSP17.6II, OPR2, WRKY18, LOX3, AT2G29500, VTC4, ERD10, AT3G53990, MYB77, CRK11, TCH3, AT1G03220.1, PIL6, CIPK20, WRKY25, WRKY33, BT5, ZAR1, AT3G04210.1, ATHSP90.1, MEK1, ATHB-12, AT5G50915, HSP70, MYBR1, EXO, HSP17.4, LZF1, ATCAMBP25, CMPG1, PHT4;1, AT-HSP17.6A, ATPAP1, ATACA2, SYP122, PAPP2C, LHCB2.3, SOUL-1, TCH2, NHL2, CPK32, CYP707A3, ARR6, SFP1, RAV1, DIN11, AT4G28140, UTR1, LEA14, AT1G55450.1, CEJ1, ATGSTU26, AT1G54050, JAZ6, TIR, NIR1, ADR1, NHL3, AT5G51440, SYP121, TMAC2, CML38, AT5G51190, AT5G54170, ATGSTF8, AT1G19020, ADOF1, CAM9

	response to stress (BF)	1.26 e-13	AT3G42570, TIL, STO, CBP60G, BAM1, AT1G51090, AT3G61220, HSP17.6II, OPR2, WRKY18, LOX3, AT2G29500, VTC4, ERD10, AT3G53990, CRK11, AT1G03220, WRKY25, WRKY33, ZAR1, AT3G04210, ATHSP90.1, MEK1, ATHB-12, HSP70, MYBR1, HSP17.4, ATCAMBP25, AT-HSP17.6A, ATPAP1, SYP122, TCH2, NHL2, CPK32, CYP707A3, DIN11, UTR1, LEA14, AT1G55450, CEJ1, ATGSTU26, AT1G54050, JAZ6, TIR, ADR1, NHL3, AT5G51440, SYP121, TMAC2, CML38, AT5G54170, ATGSTF8, AT1G19020, CAM9

	response to abiotic stimulus (BF)	2.47 e-10	TIL, STO, BAM1, HSP17.6II, AT2G29500, VTC4, ERD10, AT3G53990, TCH3, AT1G03220.1, PIL6, WRKY25, WRKY33, ATHSP90.1, MEK1, ATHB-12, HSP70, MYBR1, HSP17.4, LZF1, ATCAMBP25, AT-HSP17.6A, PAPP2C, LHCB2.3, SOUL-1, TCH2, CPK32, CYP707A3, LEA14, AT1G55450.1, CEJ1, ATGSTU26, AT1G54050, ADR1, AT5G51440, TMAC2, ATGSTF8, CAM9

	response to chemical stimulus (BF)	1.05 e-08	AT3G42570, GPT2, CBP60G, BAM1, WRKY18, AT2G29500, ERD10, MYB77, CRK11, CIPK20, WRKY33, BT5, ATHSP90.1, MEK1, ATHB-12, AT5G50915, HSP70, MYBR1, EXO, ATCAMBP25, CMPG1, AT-HSP17.6A, ATACA2, SYP122, TCH2, CPK32, CYP707A3, ARR6, RAV1, AT4G28140, UTR1, LEA14, CEJ1, ATGSTU26, AT1G54050, JAZ6, NIR1, ADR1, SYP121, TMAC2, AT5G51190, AT1G19020, ADOF1, CAM9

	response to organic substance (BF)	5.50 e-05	GPT2, CBP60G, WRKY18, ERD10, MYB77, CIPK20, WRKY33, BT5, MEK1, ATHB-12, AT5G50915, MYBR1, EXO, CMPG1, SYP122, TCH2, CPK32, ARR6, RAV1, AT4G28140, UTR1, CEJ1, JAZ6, SYP121, TMAC2, AT5G51190, ADOF1, CAM9

	plasma membrane (CC)	4.65 e-03	sks3, GPT2, TIL, AT2G41410, PUP1, AT5G15350, VTC4, TCH3, AtRABA1c, ATHSP90.1, AT1G42470, HSP70, SEC22, AT4G27720, LHCB2.2, ATPAP1, SYP122, PAPP2C, SOUL-1, TCH2, CPK32, SLAH3, AT4G13010.1, AT1G52290.1, TET8, ATPUP18, NHL3, SYP121, CML38, ATGSTF8

*: Gene sets 7 - 12, as defined in table 1 were examined for overrepresented GO attributes using AmiGO. **: GO terms belonging to either of the three GO categories "Biological Function" (BF), "Molecular Function" (MF) or "Cellular Compartment" (CC) are listed. ***: If available common gene names are listed; otherwise AGI gene IDs are given.

## Discussion

This study together with data already published [2] show that the Arabidopsis defense regulator EDM2 has multiple additional roles in development. Its roles are diverse and besides innate immunity, include other apparently unrelated processes, such as development of leaf pavement cells, vegetative phase change as well as control of floral transition.

### EDM2 is involved in several regulatory modules

EDM2 acts together with WNK8 in controlling the floral transition, while WNK8 appears not to have any role in *EDM2*/*RPP7*-mediated disease resistance to *Hpa*Hiks1 [2]. Thus, an EDM2/WNK8-dependent mechanism controls flowering time while a second EDM2-dependent mechanism that seems not to involve WNK8 mediates resistance to *Hpa*Hiks1. Related to the latter regulatory circuit may be the vegetative phase change-related function of EDM2, which is also affected in *edm2 *mutants but not in *wnk8 *mutants or *WNK8 *overexpressor lines. Other roles of EDM2, such as those in vegetative growth and development of leaf epidermal cells may represent a third category of EDM2-dependent regulatory mechanisms, as they seem to involve WNK8. In contrast to the floral transition, however, which is promoted by EDM2 and counteracted by WNK8, vegetative growth and epidermal cell morphology are affected in the same manner by EDM2 and WNK8, which both positively contribute to these developmental processes. Thus, at least three distinct EDM2-dependent regulatory modules that differ in their dependency on and interactions with WNK8 can be discriminated (Figure 5).

**Figure 5:**
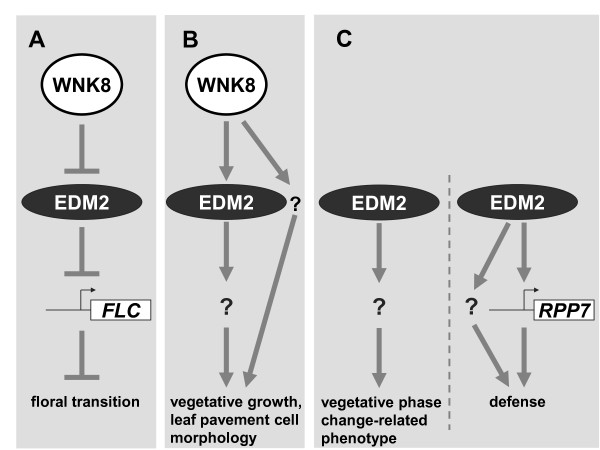
**Different types of EDM2-dependent regulatory modules**. Based on differential effects of EDM2 and WNK8 on developmental or defense processes, three types of EDM2-dependent regulatory modules can be discriminated. **A: **WNK8/EDM2-dependent control of flowering time. Genetic analyses showed that WNK8 operates upstream from EDM2 counteracting the suppressing effect of EDM2 on *FLC *transcript levels. **B: **WNK8/EDM2-dependent control of vegetative growth and epidermal cell morphology. Both WNK8 and EDM2 promote these developmental processes. WNK8 may signal via EDM2 or in parallel to EDM2. **C: **EDM2-dependent control of early vegetative phase change and RPP7- dependent disease resistance to *Hpa*Hiks1. These processes are independent from WNK8. Disease resistance is likely mediated through regulation of *RPP7 *transcript levels. Additional parallel steps may also contribute to this response. **A, B, C: **Arrows indicate promoting effects, while "⊥" symbols indicate suppressing effects.

### Effects of EDM2 and WNK8 on leaf pavement cell morphology and vegetative growth

Both EDM2 and WNK8 positively contribute to proper development of leaf pavement cells as well as overall vegetative growth. In each case, mutations in *EDM2 *have a stronger impact on the respective phenotype than mutations in *WNK8*. Despite having qualitatively similar effects on leaf pavement cells and vegetative growth, we cannot exclude that EDM2 and WNK8 independently contribute to these developmental processes. Fu et al. [6] found the "jigsaw-like" appearance of Arabidopsis leaf pavement cells to result from the coordinated interplay of the small Rho-type GTPases ROP2 (Rho-related GTPases from plants 2) and ROP4 and their interacting partners RIC1 (ROP-interactive CRIB motif-containing protein 1) and RIC4. In addition, ANGUSTIFOLIA has been found to mediate the formation of protrusions in Arabidopsis leaf cells [14]. However, transcript levels of these developmental regulators appear not to be altered by mutations in *EDM2 *or *WNK8 *in our microarray experiments. Thus, EDM2 and WNK8 may either affect transcript levels of other components of the respective regulatory pathways or affect them by playing roles other than transcriptional regulation.

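Of these 5 regulators of leaf pavement cells, ANGUSTIFOLIA (AN) had a named probe set, and ROP2, ROP4, RIC1 and RIC4 were not analysed here. AN was not called in edm2-2, at −0.09 (SE 0.192, adjusted p = 0.913 from limma), or in pooled wnk8, at 0.47 (SE 0.157, adjusted p = 0.0705). In the complementation line it was at 0.26 (SE 0.192, adjusted p = 0.722). As a list of 1 gene it had 0 calls in edm2-2 over all probe sets and when adjusted over the list alone, and 0 in pooled wnk8 but 1 higher when adjusted over the list alone. The list test (limma fry) gave an adjusted p of 0.759 in edm2-2, 0.397 in the complementation line and 0.23 between these, and 0.0409 in pooled wnk8, and is a test of AN and not of the group. With camera, which compares it with other genes, the call in pooled wnk8 was lost (adjusted p = 0.384). A single gene leaves no correlation to estimate. Among other genes of pavement cells and the cytoskeleton (9 listed, 2 with a named probe set), SPK1, a guanine nucleotide exchange factor of ROP proteins, was not called in edm2-2 at −0.58 (SE 0.237, adjusted p = 0.354), and BRK1, a subunit of the SCAR complex, was not called at 0.15 (SE 0.30, adjusted p = 0.91). No member was called when adjusted over the list alone. The list test of these members gave an adjusted p of 0.0199 for a fall in edm2-2, an adjusted p = 0.719 with an estimated correlation, and 0.797 in pooled wnk8. A difference of 0.5 was called in 32.8% of simulated cases for edm2-2, so changes of that size would often be missed.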

Besides changes of epidermal cell morphology, mutations in *EDM2 *also impact the overall size and morphology of rosette leaves, which are less expanded in *edm2 *plants compared to Col-0 resulting in a reduced fresh weight of these mutants. This phenotype may be a consequence of the altered leaf pavement cell shape. Several examples indicate causal links between abnormal development of leaf cell morphology and leaf organogenesis [15] and mutations in *ANGUSTIFOLIA *or *ROP2 *also result in more narrow rosette leaves [16,17]. The reduction of leaf size and fresh weight in *wnk8 *mutants is less pronounced than in *edm2 *mutants. Consistent with this, their leaf pavement cell phenotype is also less pronounced compared to *edm2 *mutants.

### Vegetative phase change-related function of EDM2

While *RPP7*-mediated resistance to *Hpa*Hiks1 is strongly dependent on EDM2 [1], this immune response appears not to require WNK8. Similarly, the vegetative phase change-related phenotype of *edm2 *mutants appears to be absent in any of the *wnk8 *mutants or *WNK8 *overexpressor lines. Thus, the roles of EDM2 in *RPP7*-mediated resistance and vegetative phase change appear to be distinct from its roles in the control of flowering time, leaf pavement cell development and vegetative growth. A pathway for the biogenesis of *trans-acting *siRNAs involving *HASTY*, *ZIPPY*, *SGS3 *and *RDR6 *has been implicated in the control of early vegetative phase change in Arabidopsis. However, neither transcript levels of these genes nor of five genes that seem to be controlled by this pathway (*ARF3 *[*AUXIN RESPONSE FACTOR 3*; At2g33860], *ARF4 *[*AUXIN RESPONSE FACTOR 4*, At5g60450], *SPL3 *[*SQUAMOSA PROMOTER BINDING PROTEIN-LIKE 3*, At2g33810], At1g63130 and At5g18040) [12] appear to be affected by EDM2 in our microarray experiments. Thus, involvement of EDM2 in this siRNA pathway seems unlikely.

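ZIPPY (ZIP), an ARGONAUTE protein of this siRNA pathway, is the gene among these 9 that had a named probe set, and the other 8 were not analysed here. Its transcript level differed from Col-0 by 0.01 in edm2-2 (SE 0.0914, adjusted p = 0.989 from limma) and by 0.03 in pooled wnk8 (SE 0.0746, adjusted p = 0.871), and it was not called. The complementation line stood at −0.09 (SE 0.0914, adjusted p = 0.845). With 1 gene measured, the list had 0 calls in these comparisons, also when adjusted over the list alone, and adjusted p-values from limma fry of 0.943, 0.733 and 0.48 in the same order.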

### EDM2/WNK8-dependent regulation of floral transition

We previously found EDM2 and WNK8 to operate in a regulatory module controlling flowering time [2]. EDM2 has a promoting effect on this developmental transition, while WNK8 appears to counteract this EDM2 function. Given their antagonistic effects on the floral transition, the co-directionality of EDM2 and WNK8-dependent transcriptome changes seems counter-intuitive. However, our microarray analyses were performed with vegetative tissues prior to the floral induction. Thus, transcriptional effects caused by EDM2- or WNK8-modulated *FLC *activity should not be represented in our microarray data set.

As we describe previously [2], the role of EDM2 in promoting the floral transition by suppressing the floral repressor *FLC *in a photoperiod-independent manner resembles that of the well-characterized autonomous floral promotion pathway [3]. So far seven regulatory genes have been associated with this pathway, *FCA *(At4g16280), *FY *(At5g13480), *FLK (FLOWERING LOCUS KH DOMAIN*, At3g04610), *FPA *(At2g43410), *FLD (FLOWERING LOCUS D*, At3g10390), *FVE *(At2g19520) and *LD (LUMINIDEPENDENS*, AT4G02560) [18-21]. We did not observe in our microarray experiments differential effects on the transcript levels of any autonomous pathway gene in *edm2-2 *ruling out that *EDM2 *affects this pathway simply by controlling the expression of one of its known components. 

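FY, a factor of mRNA 3' end processing, and LD, a nuclear homeodomain protein, are the autonomous pathway genes that had a named probe set, 2 of 7, and the other 5 were not analysed here. Neither was called in edm2-2, where FY differed from Col-0 by −0.35 (SE 0.131, adjusted p = 0.309 from limma) and LD by −0.22 (SE 0.211, adjusted p = 0.768). Adjusted over the list alone, 1 of them was lower. Taken as a list they were lower in edm2-2 by a mean of −0.28, at an adjusted p of 0.028 from limma fry and an adjusted p = 0.294 with an estimated correlation. Against the complementation line the mean was −0.29, at an adjusted p of 0.0253 and an adjusted p = 0.231 with an estimated correlation. In pooled wnk8, FY stood at −0.02 (SE 0.107, adjusted p = 0.953) and LD at 0.16 (SE 0.172, adjusted p = 0.688), with a list adjusted p of 0.67, and in the complementation line the list adjusted p was 0.947.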

A role of EDM2 as a member of the autonomous pathway is further supported by our microarray data, which revealed substantial overlap between transcriptional signatures of the *fpa/fld *double mutant [3] as well as the *edm2 *and *wnk8 *mutants (Additional File 13, Figure S1). The fact that autonomous pathway mutants (like *edm2 *mutants) exhibit delayed vegetative phase change is also consistent with the proposed function of EDM2 as a new component of this floral promotion pathway [13].

### Co-option of EDM2 to distinct regulatory processes

According to whole genome sequences available from Genbank http://blast.ncbi.nlm.nih.gov/Blast.cgi, EDM2-like proteins (ELPs, as defined by [1]) appear to have originally evolved from a common ancestor of land plants, as they are present in eudicots, monocots and bryophytes, but are lacking in prokayotes, green algae, fungi, protozoans or metazoans. While key mechanisms of plant development must have emerged early in the lineage of land plants, the acquisition of specific mechanisms of pathogen recognition and defense activation are likely more recent events resulting from co-evolution of higher plants along with pathogens adapting to their hosts [22]. Thus, we believe that at least some of the developmental roles of EDM2 reflect more ancient functions than its role in defense. Thus, EDM2 as a regulator of some developmental processes may have been co-opted to control additional functions including defense. Co-option, the recruitment of extant genes to new functions [23], often involves the utilization of new promoter elements leading to a wider spectrum of expression and, consequently, deployment of the respective gene products into new regulatory or metabolic contexts. Alternatively, new domains can be added to an extant protein enabling it to execute new molecular roles in addition to its ancestral functions. Of interest in this respect may be the C-terminal extension of EDM2, which we found to act as a potent transcriptional activation domain (T.T. & T.E. unpublished). This C-terminal extension is only present in ELP family members of the eudicot clade [1]. Thus, the relatively recent acquisition of the C-terminal extension may be responsible for a widened functional spectrum of EDM2. Future studies will have to address if EDM2 orthologs that lack this domain have a reduced set of EDM2-related roles.

At least some EDM2 functions must be occurring simultaneously in the same cell types. EDM2 and WNK8 transcripts are detectable in all aerial vegetative tissues as well as in the shoot apex during and after the floral transition (AtGenExpress; http://jsp.weigelworld.org/expviz/expviz.jsp). As most vegetative aerial Arabidopsis tissues appear to be capable of defense responses to *Hpa *[24], roles of EDM2 in immunity are likely to spatially coincide with its roles in vegetative phase change or leaf pavement cell development and vegetative growth. Co-option of EDM2 to multiple simultaneous functions may reflect an important adaptation allowing for crosstalk between apparently unrelated biological processes. For example, limited amounts of cellular EDM2 protein may constitute a "regulatory bottleneck" enabling the plant to balance the allocation of its resources between defense responses and different developmental processes.

Additionally, as discussed elsewhere [2], EDM2-dependent developmental processes may be manipulated by biotrophic pathogens, such as *Hpa*Hiks1. A typical feature of pathogens that are well adapted to their hosts is the use of effector molecules, which they secrete into host cells to increase pathogen virulence. Such effectors or virulence factors can attenuate host defense processes or change plant metabolism or development [25] in order to generate a more favorable environment for the pathogen in the host. Often plants have evolved mechanisms to recognize effector-mediated interferences with their regulatory apparatus to activate strong immune responses [26,27]. A similar scenario may explain the involvement of EDM2 in developmental and immune processes.

## Conclusions

Besides *RPP7*-mediated immunity, EDM2 positively affects several developmental processes which include the formation of leaf pavement cells, leaf expansion, a role related to vegetative phase change as well as floral transition. These EDM2-dependent processes differ with respect to their dependency on the EDM2-interating protein kinase WNK8. While WNK8 seems not to affect the vegetative phase change-related role of EDM2, it has a promoting effect on the development of leaf pavement cells and leaf expansion. The fact that the effects of EDM2 and WNK8 on leaf pavement cell formation and leaf expansion are co-directional, while WNK8 counteracts the promoting effect of EDM2 on the floral transition suggests that WNK8 can modulate the activity of EDM2. Thus, we propose that EDM2 has been co-opted to distinct regulatory modules controlling a set of different processes in plant immunity and development. Some functions of these EDM2 functions appear to be modulated by WNK8.

## Methods

### Mutant lines

Wild-type plants are the *Arabidopsis *accession Col-0 and Col-5 which were obtained from the Arabidopsis Biological Resource Center (ABRC). The *edm2-1*, *edm2-2*, *edm2-3 *and *edm2-4, pXVE:HA-EDM2-a, wnk8-1, wnk8-2, wnk8-3, rdr6 *(*sgs2-1*) and *se *mutant lines were described previously [1,2,4,28,29]. Briefly: The *edm2-1 *mutant contains a fast neutron-induced deletion of 2 bp creating a premature stop codon predicted to result in a truncated protein product. The *edm2-2*, *edm2-3 *and *edm2-4 *SALK T-DNA lines contain insertions in the 4^th ^and 5^th ^of 17 introns (*edm2-2 *&*edm2-3*, respectively) or the 9^th ^of 18 exons (*edm2-4*). While *edm2-2 *appears to be an mRNA null allele, low transcript levels of *edm2-1 *are detectable. Transcript levels of *edm2-3 *and *edm2-4 *are partially reduced (T.T. & T.E. unpublished). The *wnk8-1 *and *wnk8-2 *SALK T-DNA mutants contain insertions in the 5^th ^and 7^th ^of seven exons, respectively, resulting in reduced levels of *WNK8 *transcript. The *wnk8-3 *GABI-Kat T-DNA mutant harbors an insertion in the 2^nd ^of six introns resulting in strongly reduced *WNK8 *transcript levels. The *se *mutant was generated by X-ray mutagenesis of Col-1 plants and contains a 7 bp deletion causing a frameshift altering the last 27 amino acids of the predicted Serrate protein.

### Transgenic lines

For the functional complementation of the *wnk8-1 *mutation, genomic DNA fragments containing the *WNK8 *gene as well as its entire upstream intergenic region were PCR-amplified using primers, gWNK8GW-F (5'-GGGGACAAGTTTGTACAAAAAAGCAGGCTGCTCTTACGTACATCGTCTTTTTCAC-3') and gWNK8GW-R (5'- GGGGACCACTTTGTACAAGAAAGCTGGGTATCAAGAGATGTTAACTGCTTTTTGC-3'). The amplified genomic DNA fragment was introduced into pDONR/Zeo plasmid (Invitrogen) to generate a Gateway entry clone and the cloned *WNK8 *genomic fragment was transferred into the pEarleyGate302 vector [30]. the resulting construct was transformed into *wnk8-1*.

### Microscopy

In order to observe the shape of leaf epidermal pavament cells, scanning electron microscopy was performed with fresh 6^th ^rosetta leaves of wild type or mutant lines using a Hitachi TM-1000 scanning electron microscope (Hitachi High-Technologies). Individual images were processed using Image J software http://rsb.info.nih.gov/ij/ to measure circularity. The appearance of abaxial trichomes was monitored using a stereomicroscope.

### Microarray analysis

Arabidopsis plants were grown on soil under short day conditions (8 h light/16 h dark, 22°C and light intensity of 120 umol m^-2^s^-1^). 2-week-old seedlings were harvested 7 to 8 hour after dawn and total RNA was isolated using TRIzol Reagenet (Invitrogen). RNA was further purified with RNeasy Plant mini kit columns (Qiagen) according to the protocols supplied by the manufacturers. The purified RNA was processed and hybridized to the Affymetrix Arabidopsis ATH1 genome array GeneChip following the manufacturer's instructions (Affymetrix) by the IIGB Core Instrumentation Facility of University of California at Riverside. Three independent biological replicates were performed for each treatment. Data was processed in the statistical programming environment R using Bioconductor packages. Raw expression values were normalized using the robust multichip averaging algorithm. Analysis of differentially expressed genes (DEGs) was performed with the LIMMA package [31]. The Benjamini and Hochberg method was selected to adjust *P *values for multiple testing [32]. Differentially expressed genes were ranked using the B statistics, and these exhibiting a B-statistic of greater than 0 were considered differentially expressed. Venn diagrams were constructed using the Venny tool http://bioinfogp.cnb.csic.es/tools/venny/index.html. The AmiGO program http://amigo.geneontology.org/cgi-bin/amigo/term_enrichment was applied to identify enriched Gene Ontology (GO) terms in sets of co-expressed genes. The following AmiGO program settings were used: "Database Filter": "TAIR"; "Maximum p-value": "0.01"; Minimum number of gene products": "10% of input gene set".

### Accession Numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative or GenBank/EMBL databases under the following accession numbers: *EDM2 *(AT5G55390), *WNK8 *(AT5G41990). The microarray data have been deposited in MIAME-compliant format in the GEO database under the accession number GSE17499.

## Authors' contributions

TT designed and performed all experiments and wrote parts of the manuscript. TE supervised this project and wrote parts of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1: Microarray Data Set 1**. List of genes in microarray data set 1 (as defined in Table 1). Click here for file

Additional file 2 **Table S2: Microarray Data Set 2**. List of genes in microarray data set 2 (as defined in Table 1). 

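Tables S1 and S2 give, for each gene of sets 1 and 2, mean signals per genotype on a linear scale other than that of the deposited log2 values. They hold 224 probe sets, drawn up from the same arrays, all of which differ between edm2-2 and Col-0 in the direction found here, and their log2 ratios correlate across probe sets with the log2 changes computed here at r = 0.916. Table S1 holds 117 probe sets for 116 genes, of which 116 were called here, and Table S2 holds 107 for 106 genes, of which 106 were called. Among the genes of Table S2, the homeobox gene HB52 had a change of 1.88 in edm2-2 (SE 0.394, adjusted p = 0.0346 from limma) and MEKK3, a mitogen-activated protein kinase kinase kinase, of 1.63 (SE 0.246, adjusted p = 0.00412).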

Click here for file

Additional file 3 **Table S3: Microarray Data Set 3**. List of genes in microarray data set 3 (as defined in Table 1). Click here for file

Additional file 4 **Table S4: Microarray Data Set 4**. List of genes in microarray data set 4 (as defined in Table 1). Click here for file

Additional file 5 **Table S5: Microarray Data Set 5**. List of genes in microarray data set 5 (as defined in Table 1). Click here for file

Additional file 6 **Table S6: Microarray Data Set 6**. List of genes in microarray data set 6 (as defined in Table 1). Click here for file

Additional file 7 **Table S7: Microarray Data Set 7**. List of genes in microarray data set 7 (as defined in Table 1). Click here for file

Additional file 8 **Table S8: Microarray Data Set 8**. List of genes in microarray data set 8 (as defined in Table 1). Click here for file

Additional file 9 **Table S9: Microarray Data Set 9**. List of genes in microarray data set 9 (as defined in Table 1). Click here for file

Additional file 10 **Table S10: Microarray Data Set 10**. List of genes in microarray data set 10 (as defined in Table 1). Click here for file

Additional file 11 **Table S11: Microarray Data Set 11**. List of genes in microarray data set 11 (as defined in Table 1). Click here for file

Additional file 12 **Table S12: Microarray Data Set 12**. List of genes in microarray data set 12 (as defined in Table 1). Click here for file

Additional file 13 **Figure S1: Venn diagrams**. Venn diagrams representing overlapping sets of *EDM2/WNK8 *controlled genes and genes controlled by the autonomous pathway genes *fpa*, *fd *and *fld*. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

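The signals were made by the authors, who processed the ATH1 arrays with RMA, and the deposited log2 values were used as they are. They were already on the log2 scale, so the alternative log2(value + 16) was not run. All 18 arrays and all 6 genotypes entered the fit, with every genotype compared to Col-0 and edm2-2 also compared to the complementation line pXVE:HA-EDM2-a. Replicate numbers are those of the sample titles. Arrays with the same number in different genotypes correlated at a median of −0.048 after the genotype means were taken out (−0.708 to 0.621 over 45 pairs), and the main comparisons are therefore unpaired. A fit with the replicate number as a block is given as an alternative.

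Differential expression was computed with limma 3.58.1 in R 4.3.3, with 1 mean per genotype and moderated variances. The paper's criterion, B above 0, made the calls, and adjusted p-values of Benjamini and Hochberg stand beside it. Sets 1 to 12 were built as the paper's Table 1 defines them, in probe sets, where the paper counts genes. Pooled wnk8, the mean of the alleles, serves to give a single change and error per gene. In data simulated with changes added to some probe sets of edm2-2 and the wnk8 mutants, 10 of the unchanged probe sets were called in edm2-2 and 14 in wnk8-1. In the complementation line, which was given no change, 0 were called. The noise in these data was independent for each probe set and array, so spread shared by probe sets was left out. With shuffled deviations of the real arrays and no genotype changes, sets 1 and 2 together held 0 to 111 probe sets.

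Genes named in the text follow a rule fixed before the data were examined, when group means in the paper's Tables S1 to S12 had been seen: the largest changes among probe sets that name a single gene and have all arrays of the mutants beyond all arrays of the control, the genes that the paper names, and members of 21 gene lists, of which 20 had a member to test. Genes named outside this rule are said to be chosen after their values were seen. Probe sets took their names from the annotation table, where 503 name several genes and 8464 none, and otherwise from the paper's Tables S1 to S12. Of 270 probe sets named by both sources, 266 have the same gene. Of the 358 genes in the lists, 107 pairs of gene and list had a probe set, 58 by the annotation and 49 by the paper's tables. Lists were tested with fry of limma on the members named by the annotation, since the paper's tables contain only genes that were called, and p-values were adjusted over 80 tests. That choice was made after the coverage of the names was seen and before any list result. The test asks whether the members move on balance in the same direction and does not compare them with other genes. The alternative with an estimated correlation between genes is camera of limma, which also compares the members with all other genes. A list lost with camera may be lost for either reason.

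All comparisons to Col-0 share the same 3 arrays. How random spread in shared controls acts on overlaps and correlations was estimated in 100 simulations. In these, deviations from the genotype means were shuffled among all arrays and enlarged for the lost degrees of freedom. A shift common to the Col-0 arrays was not simulated. Alternatives to the main choices were fixed in advance, apart from leaving out 3 arrays at the low end of a shared axis of spread and adding list members named by the paper's tables, which were chosen after the data were seen. GO enrichment, the phenotypes and the interaction assays were not analysed here.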

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

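The tests of the Col-0 arrays and of the EDM2 activity in the complementation line were chosen only after the result was seen, and the test of the shared axis was chosen before.

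The complementation line was expected near Col-0 and was not: 271 probe sets were lower and 82 higher than in Col-0. The paper reports that this line, without estradiol, has RPP7 transcript levels near those of the wild type. It also reports flowering as in Col-0, full resistance to HpaHiks1, and restored growth, pavement cell shape and timing of abaxial trichomes. Of the 81 genes called in edm2-2 and in all wnk8 mutants, 80 were called the same way in this line. The paper does not report the comparison of this line with Col-0. In a search of 20 groups of 9 arrays, 0 samples stood far from the others.

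The mean change of the shared genes, signed by direction, was 0.975 in edm2-2, 1.35 in the complementation line and 1.58 in pooled wnk8. The change of pooled wnk8 against the complementation line was 0.147 of that against Col-0. This ratio restates the calls in that line, on genes chosen for differing from Col-0, so Col-0 arrays standing apart from the other 15 arrays and a change common to the mutant lines cannot be told apart. An EDM2 activity that is not fully restored would give a ratio of the line to edm2-2 of 1 or less, and the ratio was 1.39, which argues against it as the only cause. The axis of spread shared by arrays of all genotypes predicted at most 0.039 of the change and could not account for it. No dates or batches of the arrays were used here.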

How the results depend on the processing

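Leaving out the 3 arrays at the low end of the shared axis and adding list members named by the paper's tables were chosen only after the result was seen, and the other alternatives were fixed in advance. The limits are 3 arrays per genotype, shared Col-0 arrays and names for part of the probe sets. Without the 40% dimmest probe sets, set 1 held 77, set 3 held 5 and the complementation line had 53 higher. With one probe set per gene, which lowers counts by construction, sets 1, 2, 4, 5, 6, 7 and 8 held 51, 51, 18, 153, 44, 25 and 8, the shared percent was 32.35, the complementation line had 118 lower and 43 higher and pooled wnk8 363 and 242. With quantile normalization set 3 held 5. With own groups only, sets 3, 4 and 6 held 2, 14 and 54, and the complementation line had 47 higher. With an eBayes trend, sets 3 and 6 held 3 and 50, and the complementation line had 51 higher. At an adjusted p under 0.05, sets 5, 6 and 8 held 517, 262 and 25, the shared percent was 45.32, the complementation line had 131 higher and pooled wnk8 1330 lower and 1181 higher. Without the 3 low-axis arrays, sets 6 and 8 held 216 and 25, the complementation line had 154 higher, pooled wnk8 932 higher, and the correlation of edm2-2 and wnk8 was 0.4905. With pXVE:HA-EDM2-a as control of wnk8, sets 5, 6, 7 and 8 held 5, 2, 2 and 1, the shared percent was 1.351 and the correlation turned to −0.195. With it as control of edm2-2, sets 7 and 8 held 0 and 0, the shared percent was 0 and the correlation −0.5132. The signs of both correlations follow from the covariances of the changes against Col-0. With the replicate block, set 1 held 111 and sets 7 and 8 together 77. With Col-0 as the control, no called named gene or list reversed its direction where it was recomputed, but calls were lost. Of 132 named gene values, 90 were called and could lose their call. Of these, 25 lost it with own groups only, 11 without the low-axis arrays, 7 with the replicate block and 6 at an adjusted p under 0.05. With quantile normalization, the eBayes trend and the dimmest probe sets left out, 3 each lost it. Of the 80 list tests, only those that had passed could be lost. With an estimated correlation most of these were lost, 22 in number, and with own groups only 9 were. Each value was recomputed once for every single array left out. Over all these recomputations together, a gene call was lost 126 times and a list test 52 times. A further 2246 gene values and 1377 list tests stayed the same. Those that stayed the same include values called neither before nor after, so these numbers give no rate of loss. With pXVE:HA-EDM2-a as control of edm2-2, XTH18 turned to 1.59 (adjusted p = 0.00176 from limma), and the heat shock, touch and cell wall lists turned from lower to higher, of which heat shock alone held with an estimated correlation. Apart from the probe set choice, the cause was not tested.

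When arrays were left out in turn, set 1 ranged from 66 (edm2-2 replicate 3) to 140 (pXVE:HA-EDM2-a replicate 1), with 69 without Col-0 replicate 1. Set 2 ranged from 58 (Col-0 replicate 2) to 139 (pXVE:HA-EDM2-a replicate 1), with 64 without Col-0 replicate 3 and 63 without edm2-2 replicate 3. Set 3 ranged from 5 to 9, set 4 from 27 (Col-0 replicate 3) to 48 and set 5 from 220 (Col-0 replicate 1) to 330. Set 6 ranged from 53 (Col-0 replicate 2) to 112, with 58 without Col-0 replicate 3. Set 7 ranged from 42 (Col-0 replicate 1) to 77 (edm2-2 replicate 2), with 43 without edm2-2 replicate 3, and set 8 from 8 (Col-0 replicate 1) to 18 (wnk8-3 replicate 1), with 9 without Col-0 replicate 2 or 3 or edm2-2 replicate 1. The shared percent ranged from 32.52 (edm2-2 replicate 1) to 45.89 (Col-0 replicate 2), with 40.97 and 43.41 without edm2-2 replicate 2 and 3. The complementation line had 194 (Col-0 replicate 1) to 306 lower and 37 (its replicate 3) to 98 (its replicate 2) higher, with 40 without Col-0 replicate 2. Pooled wnk8 had 472 (Col-0 replicate 1) to 758 lower and 234 (Col-0 replicate 2) to 549 higher, with 269 and 250 without Col-0 replicate 1 and 3. The correlation ranged from 0.3173 (edm2-2 replicate 1) to 0.518 (edm2-2 replicate 3), with 0.3451 without wnk8-1 replicate 1 and 0.458 without wnk8-3 replicate 1.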

Differences from the paper's values

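None of these comparisons was chosen after the result was seen. Of 13 values that the paper states and that were computed here, 0 differ by the criteria fixed before the data were examined. Small differences remain in the counts: set 5 held 304 probe sets where the paper gives 302 genes, set 6 held 89 where it gives 88, 393 together. The paper's tables hold 303 and 91 probe sets for these sets, of which 303 and 88 were called here, and 1 further probe set was called in each. The cause was not tested. Set 11 held 238 and set 12 held 74, where the paper gives 236 and 73. With the alternatives, 63 of 333 values differ.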

Other observations

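The tests of gene length, of RNA integrity and of random neighbours were chosen only after the result was seen, and the others before.

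Some genes of the cell cycle and histone H3 were lower in edm2-2. Of 3 named probe sets (23 genes listed), MCM4 and H3.1, a probe set shared by several genes, were lower, 3 when adjusted over the list alone, and H3.1 stood at −0.45 (SE 0.0804, adjusted p = 0.0134 from limma). The test by limma covers H3.1 and MCM7 alone, 2 of 23 listed genes, and gave an adjusted p of 7.67e-05 in edm2-2, and 0.0289 with an estimated correlation. In pooled wnk8 and the complementation line 1 member was lower in each (2 and 3 when adjusted over the list alone), at adjusted p of 0.000174 and 0.000644, with adjusted p = 0.127 and 0.0647 with an estimated correlation, and for edm2-2 against that line the adjusted p was 0.21. Among genes of dark and sugar starvation (17 listed, 4 named), MGL and BCAT2 were higher in edm2-2 (1 lower and 3 higher when adjusted over the list alone), and in pooled wnk8 DIN11 was lower and 3 were higher, the same as when adjusted over the list alone. The complementation line had 3 higher there. The list test covers MGL alone, with adjusted p-values of 0.000638, 3.07e-06 and 7.08e-05, and 0.183 for edm2-2 against the complementation line, and is not a test of the group. MCM4, BCAT2 and DIN11 were named by the paper's tables, drawn up from these samples, and are not independent evidence.

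The evening gene COR27 of the circadian clock list (21 listed, 3 named) was higher by 0.79 in pooled wnk8 (SE 0.109, adjusted p = 0.000212 from limma) and by 0.82 in the complementation line, 1 of 3 in each, also when adjusted over the list alone. The list tests gave adjusted p-values of 0.024 and 0.0141 for a rise, with adjusted p = 0.529 and 0.231 with an estimated correlation, and the median in pooled wnk8 was slightly below 0 while the mean was 0.14. In edm2-2 the adjusted p was 0.522, with 1 higher when adjusted over the list alone, a mean of −0.06, a median of 0.19 and a test direction of rise. No member was called of the WNK kinases (3 of 11 named, adjusted p = 0.902 in edm2-2 and 0.606 in pooled wnk8, with limma), of trichome development (3 of 18, 0.943 and 0.733), of the stomatal lineage (4 of 11, 0.606 and 0.055) or of root markers (3 of 14, 0.943 and 0.67). Adjusted over the list alone, 1 WNK kinase was higher in edm2-2. In edm2-2 the mean and median differed in sign for WNK kinases, trichome and stomatal genes. None of 15 flower and seed genes had a named probe set. SE and SQN, which the paper names, were not called in edm2-2, SE at −0.44 (SE 0.245, adjusted p = 0.541).

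The paper does not report an axis of spread within genotypes, which held 56.1% of the variance within genotypes and the next 9.99%. It may reflect the RNA samples, since its gene loadings followed gene length (Spearman correlation 0.442) and its array scores followed the difference of 5' and 3' signals (Pearson r = 0.596, permutation p = 0.007, 18 arrays). Both values are deviations from genotype means, while the permutation shuffled all 18 arrays freely, so this p is likely too small. Without the 2 arrays farthest out, this r was 0.408. Measuring RNA integrity in the stored samples, or repeating the arrays from new RNA, would test this.

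The core EDM2-suppressed genes include the neighbours AT5G35480 and MRU1, 1 pair among 35 named genes, singled out after their values were seen. Their log2 signals in Col-0 were low, 3.25 and 3.89, below the lower quartile of every Col-0 array. In edm2-2 they stood at 4.82 (SD 0.894, n = 3) and 4.98 (SD 0.432, n = 3). Random sets of named genes had as many pairs in a share of 0.044, and 0 of the 2 probe sets were of a kind that hybridizes to several similar transcripts. Chromatin at this locus might be a common target of EDM2, and with 18 genes named by the annotation alone there was no pair. Chromatin immunoprecipitation of EDM2 at both genes would test it.

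The counts were compared with those of other splits of the same arrays. For edm2-2 against Col-0 the splits are too few to judge, 1 of 10 being as large (222, highest other 0), and the same holds for edm2-2 against the complementation line (2 of 10, 148 and 153) and for that line against Col-0 (1 of 10, 353 and 6). With the 9 wnk8 arrays fitted as a single group, 1019 probe sets were called, where the mean of the alleles gives 1151. Chance alone is unlikely for this count (1 of 100 splits, highest other 210), as for sets 5 and 6 (1 of 100 splits, 393 and 0) and sets 7 and 8 (1 of 100 splits, 81 and 1). For sets 3 and 4, 2 of 100 splits were as large (46, highest other 46), and chance alone is unlikely. The other split exchanges Col-0 and the complementation line, which leaves these sets as they are by definition. Splits that mix genotypes have a wider spread within groups, which lowers their counts, so chance is not excluded. Against Col-0 the splits also cannot tell a change in the mutants from a shift of the Col-0 arrays.

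Whether the shift shared by edm2-2, the wnk8 mutants and the complementation line comes from the Col-0 plants stays open. Growing Col-0, edm2-2, wnk8 and several independent complementation lines side by side with and without estradiol would separate this from an effect of both regulators. XTH18, CYP81F2 and the heat shock genes would serve as readouts.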
